# Endogenous small-noncoding RNAs and their roles in chilling response and stress acclimation in Cassava

**DOI:** 10.1186/1471-2164-15-634

**Published:** 2014-07-29

**Authors:** Jing Xia, Changying Zeng, Zheng Chen, Kevin Zhang, Xin Chen, Yufei Zhou, Shun Song, Cheng Lu, Ruiju Yang, Zi Yang, Junfei Zhou, Hai Peng, Wenquan Wang, Ming Peng, Weixiong Zhang

**Keywords:** microRNA, tasiRNA, chilling acclimation, Cassava

## Abstract

**Background:**

Small noncoding RNA (sncRNA), including microRNAs (miRNAs) and endogenous small-interfering RNAs (endo-siRNAs) are key gene regulators in eukaryotes, playing critical roles in plant development and stress tolerance. Trans-acting siRNAs (ta-siRNAs), which are secondary siRNAs triggered by miRNAs, and siRNAs from natural antisense transcripts (nat-siRNAs) are two well-studied classes of endo-siRNAs.

**Results:**

In order to understand sncRNAs’ roles in plant chilling response and stress acclimation, we performed a comprehensive study of miRNAs and endo-siRNAs in Cassava (*Manihot esculenta*), a major source of food for the world populations in tropical regions. Combining Next-Generation sequencing and computational and experimental analyses, we profiled and characterized sncRNA species and mRNA genes from the plants that experienced severe and moderate chilling stresses, that underwent further severe chilling stress after chilling acclimation at moderate stress, and that grew under the normal condition. We also included castor bean (*Ricinus communis*) in our study to understand conservation of sncRNAs. In addition to known miRNAs, we identified 32 (22 and 10) novel miRNAs as well as 47 (26 and 21) putative secondary siRNA-yielding and 8 (7 and 1) nat-siRNA-yielding candidate loci in Cassava and castor bean, respectively. Among the expressed sncRNAs, 114 miRNAs, 12 ta-siRNAs and 2 nat-siRNAs showed significant expression changes under chilling stresses.

**Conclusion:**

Systematic and computational analysis of microRNAome and experimental validation collectively showed that miRNAs, ta-siRNAs, and possibly nat-siRNAs play important roles in chilling response and chilling acclimation in Cassava by regulating stress-related pathways, e.g. Auxin signal transduction. The conservation of these sncRNA might shed lights on the role of sncRNA-mediated pathways affected by chilling stress and stress acclimation in Euphorbiaceous plants.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-634) contains supplementary material, which is available to authorized users.

## Background

Multicellular eukaryotes develop diverse small noncoding RNA (sncRNA) mechanisms for gene regulation at both DNA and RNA levels. In plants, most sncRNAs are generated by RNase III-type endonuclease DICERs or DICER-LIKE (DCL) proteins, and then incorporated into ARGONAUTE (AGO) proteins to exert their gene regulatory functions at the transcriptional level through DNA methylation and/or histone modification, and at the posttranscriptional level by mRNA cleavage, mRNA degradation or translational repression [1–5].

MicroRNAs (miRNAs) and endogenous small-interfering RNAs (endo-siRNAs) are two major classes of sncRNAs. miRNAs are typically processed from RNA polymerase II transcripts that fold into hairpin structures [6]. In plants, such hairpin-structured pre-miRNAs are then processed by DCL proteins in the nucleus to release ~22-nt double-stranded RNAs with ~2-nt 3′ overhangs, namely miRNA/miRNA* duplexes. The mature miRNAs are then loaded into the AGO-containing RNA-induced silencing complexes (RISC) in the cytoplasm to exert their regulatory effect by guiding the RISC to target transcripts through complete or partial complementary base pairing [7].

Endo-siRNAs have more diverse sources of origin. Endo-siRNAs arise from long double stranded RNAs (dsRNAs), which are formed from overlapped antisense transcripts or products of RNA-dependent RNA polymerases (RdRP) [8–11]. In plants, different classes of endo-siRNAs have been described based on their distinct characteristics, biogenesis pathways and functions [3, 12]. Trans-acting siRNAs (ta-siRNAs) and siRNAs from natural antisense transcripts (nat-siNATs) are two major classes of endo-siRNAs. Typically 21-nt in length and arranged in registers of 21-nt long phasing [7], ta-siRNAs are generated by phased Dicer processing of noncoding TAS genes or mRNA transcripts initiated by miRNAs [13–16].

Several genic regions have been annotated as ta-siRNA-yielding loci. In *Arabidopsis*, for example, a TAS3 gene has a pair of *miR390* binding sites, which define and produce a single RNA strand that is subsequently turned into a double stranded RNA by RDR6 polymerase. The double stranded RNA is subsequently cleaved by DCL4 to release a series of ~21-nt phased ta-siRNAs. Among these ta-siRNAs, one ta-siRNA species, named tasiARF, is broadly conserved and targets genes in the ARF family *in trans* [13]. Moreover, *Arabidopsis* has three TAS3 homologues (*AtTAS3a/b/c*) [16], rice carries three TAS3 loci [17], and *P. patens* has four (*PpTAS3a/b/c/d*) [13]. Besides TAS3, three other TAS genes (TAS1, TAS2 and TAS4) have been reported in *Arabidopsis*, while TAS3 is the only one broadly conserved, from rice and *Arabidopsis* to *P. patens* and Cassava [13]. ta-siRNAs may also arise from coding genes; a large number of genes encoding nucleotide binding site–leucine-rich repeat (NBS-LRR) plant innate immune receptors have been reported to give rise to ta-siRNAs, which were triggered by miR482 and miR2118 [16, 18, 19].

Endo-siRNAs can also be generated from cis-natural antisense transcripts (cis-NATs) [20–26]. These siRNAs, named as nat-siRNAs, can be induced by abiotic and biotic stresses [20, 27, 28] or can accumulate in specific developmental stages [23, 24]. The biogenesis of salt- and bacterium-induced nat-siRNAs in *Arabidopsis* requires DCL1 and/or DCL2, RDR6, and Pol IV [20, 28]. For example, the expression of *ARIADNE14* is de-repressed in *dcl1, hen1, hyl1, sde4, rdr2 and sgs3* mutants, suggesting that the nat-siRNAs from the cis-NAT pair *ARIADNE14 and KOKOPELLI* are dependent of DCL1, HEN1, HYL1, RDR2, SGS3 and PolIV [23].

Despite the broad existence of ta-siRNAs and nat-siRNAs in plant species, many of their features remain to be studied. It requires further effort to gain a comprehensive view of the genomic loci where ta-siRNAs and nat-siRNAs arise and to understand their regulatory roles in adaptation to dynamic environmental conditions. Further, little is known about the expression of miRNAs and endo-siRNAs in Euphorbiaceous plants. Here, we performed a comprehensive study of miRNAs, ta-siRNA and nat-siRNA in two agri-economic important Euphorbiaceous plants, Cassava (*Manihot esculenta*) and castor bean (*Ricinus communis*). Euphorbiaceae is one of the largest families in Angiosperms, consisting of more than 300 genera and about 7,500 species. Cassava is the most important crop in Africa and Southeast Asia and a primary source of food in most parts of the regions. Castor oil from castor bean has a medical use and is a critical raw material for many industrial products, such as lubricants and paints. Cassava and castor bean are capable of high photosynthesis and have complex traits for adapting to dynamic environments, making them ideal for studying small-RNA mediated gene regulation in stress response and stress acclimation. In the current study, we focus on identification and characterization of miRNAs, ta-siRNAs and nat-siRNAs in these two plants, particularly in Cassava, in response to chilling stress and in the process of chilling acclimation.

## Results

### Experiments to explore chilling response and stress acclimation

The study of miRNAs and endo-siRNAs in Cassava and castor bean was based on an integrative sncRNA and mRNA expression profiling experiment (Additional file 1: Figure S1 and Methods) [29]. Briefly, SC124, which is sensitive to chilling and is a widely planted Cassava cultivar in China, was subjected to three chilling stress treatments. The first was gradual *chilling acclimation* (CA) at a moderate stress where plants were subjected to a temperature decrease from 24°C to 14°C by -2°C/h and then grew for five days. In the second treatment of *chilling* stress after *chilling acclimation* (CCA), plants after the CA treatment were transferred further from 14°C to 4°C by -2°C/h and cultivated for another 5 days. In the third experiment, plants were subjected to *chilling shock* (CS) by a dramatic temperature drop from 24°C to 4°C with a gradient of -4°C/h. For comparison, plants grown under 24°C were taken as the *normal control* (NC). It is important to note that the three chilling treatments resulted in distinct phenotypes of elevated leaf proline content and/or malondialdehyde content [29].

### sncRNA and mRNA expression profiling by Next Generation sequencing

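Small RNAs of Cassava (Manihot esculenta), cultivar SC124, were sequenced in 1 library for each of the 4 conditions NC, CA, CCA and CS, so no condition has a replicate. The control plants grew at 24°C according to the paper's text, and at 25°C according to the legend of Figure S1. For CA the temperature was lowered from 24°C to 14°C by 2°C per hour and held for 5 days, for CCA it was lowered further to 4°C at the same rate and held for another 5 days, and for CS it was lowered from 24°C to 4°C by 4°C per hour and held for 5 days. Each library was made from pooled RNA of 3 tissues (folded leaf, fully expanded leaf and root) of 3 plants, harvested 6 h, 24 h and 5 days into the treatment, and on days 0, 5 and 10 for the control. The authors discarded reads without the 3′ adaptor, reads of low quality and reads shorter than 17 nt, trimmed the adaptor, and gave for each library every distinct read sequence with the number of times it was read. These counts are not normalized and the sequences are not aligned. They hold sequences of 17 to 29 nt. The libraries sum to 6127663 reads for NC, 5832085 for CA, 6046961 for CCA and 5461897 for CS. The smallest abundance that the depth can show, taken as 3 reads, is 0.49 rpm in NC, 0.51 in CA, 0.50 in CCA and 0.55 in CS, where rpm scales the count to the reads of the library.

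From these counts, reads were matched without mismatches to the hairpins and mature sequences printed in Table 1 and in the supplementary files, on the sense strand only, and a read that matched several hairpins was given to each of them. Counts were normalized as in the paper's methods to N × C / T, where N is the count of the small RNA, T the genome-mapped reads of the library and C the mean of T. For T the numbers mapped without mismatches in Table S1B were used: 3281322 for NC, 3191998 for CA, 3118155 for CCA and 2940468 for CS. A miRNA with at least 10 reads over the libraries was taken as expressed, and 1 was added to each normalized count before a fold change was computed. With 1 library per condition, a difference has no replicate check. Fisher's exact test with Benjamini-Hochberg adjustment was run on the raw counts of each small RNA against the other genome-mapped reads, and it covers the noise of read sampling only, not the variation between plants or between libraries.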

Four small-RNA libraries from the chilling-treated (i.e., CA, CCA and CS) and the normal (i.e., NC) plants of SC124 were prepared and sequenced separately using Illumina Genome Analyzer IIx (GAIIx) (see Methods, sequencing data in NCBI/GEO, accession # GSE52178). These libraries contributed to more than 25.6 million raw small-RNA reads total, among which 23,468,606 (>91% of the total) were adapter-trimmed, high-quality reads (qualified reads, Additional file 2: Table S1A). 

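In the files, the reads of the 4 Cassava libraries add up to 23468606. They are spread over 2513063 distinct sequences in NC, 2524884 in CA, 2575187 in CCA and 2071129 in CS. A sequence was read 2.44 times on average in NC, 2.31 times in CA, 2.35 times in CCA and 2.64 times in CS. Sequences that were read once made up 33.7% of the reads in NC, 35.8% in CA, 35.3% in CCA and 31.2% in CS.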

Among the qualified reads, 53.40% and 73.18% could map to the Cassava reference genome (http://www.phytozome.net) allowing zero and one mismatch (Additional file 2: Tables S1B and S1C), respectively, indicating a high sequencing quality despite that SC124 is different cultivar from the reference genome AM560. The qualified and genome mapped reads had lengths peaked at 21-nt and 24-nt, and carried twice more U’s and A’s than G’s and C’s as the first nucleotides (Additional file 1: Figures S2A and S2B). 

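Over the 4 Cassava libraries together, 24-nt reads made up 29.2% and 21-nt reads 22.4% of all reads. In NC, 24.30% of the reads were 21-nt long (95% Wilson interval 24.27 to 24.34) and 28.05% were 24-nt long (28.02 to 28.09). The 21-nt share was 20.33% (20.30 to 20.37) in CA, 22.05% (22.01 to 22.08) in CCA and 22.81% (22.78 to 22.85) in CS. The 24-nt share was 32.15% (32.11 to 32.18) in CA, 28.32% (28.28 to 28.35) in CCA and 28.47% (28.43 to 28.50) in CS. The intervals are narrow because the libraries are large, and they do not cover the variation between libraries. Of all reads, 36.6% started with U, 29.9% with A, 17.2% with G and 16.3% with C. A or U came first in 66.5% and C or G in 33.5% of the reads, a ratio of 1.99. These shares are over all qualified reads, because no reference genome was used and genome-mapped reads could not be set apart. Counting each distinct sequence once changed the lengths most: over the 4 libraries the 24-nt share became 45.2% and the 21-nt share 13.4%.

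**Figure D1:**
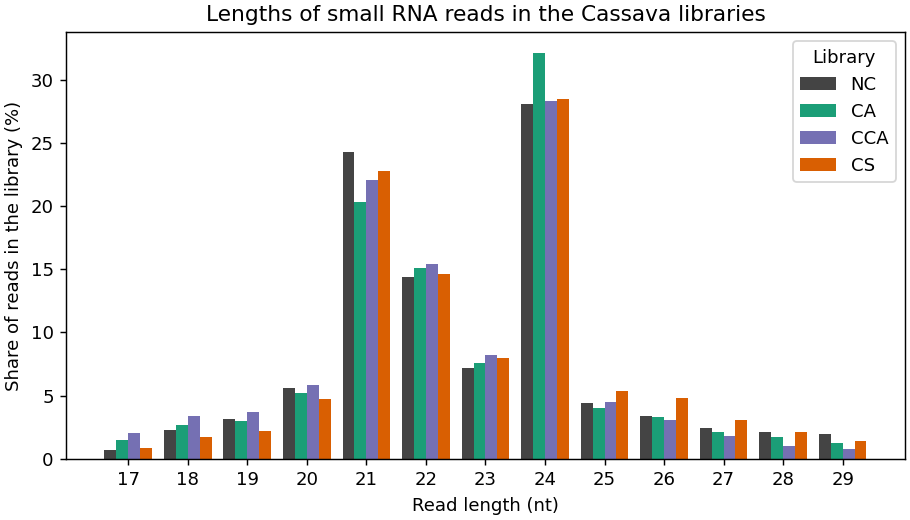
Share of the reads of each Cassava library (y axis, %) by read length (x axis, nt), with a bar at each length for each of NC, CA, CCA and CS. All 4 libraries peak at 24 nt, between 28.05% and 32.15% of the reads, and have a second peak at 21 nt, between 20.33% and 24.30%.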

In comparison, the reads from miRNAs were dominantly 21-nt or 22-nt and carried preferentially U’s at the first nucleotides (Additional file 1: Figures S2C and S2D).

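Reads inside the hairpins of known Cassava miRNAs, 1583050 in the 4 libraries together, were 21-nt long in 79.2% (95% Wilson interval 79.16 to 79.29) and 22-nt long in 10.1% (10.09 to 10.18). Reads inside the hairpins of the Table 1 miRNAs, 114237 in total, were 21-nt long in 62.5% (62.19 to 62.75) and 22-nt long in 21.8% (21.54 to 22.02). U was the first nucleotide in 88.3% of the reads of known miRNAs. Among the reads of the Table 1 miRNAs the first nucleotide was U in 40.8%, G in 31.3% and A in 27.5%. Each read was counted once here, even when it matched several hairpins. When only reads starting within 2 nt of the most abundant read of a hairpin were kept, the 21-nt share of the Table 1 miRNAs moved most, to 63.5%.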

To appreciate the potential regulatory effects of sncRNAs, four mRNA libraries, which were prepared using the plants from the same three chilling treatments and the normal condition, were sequenced individually using the Illumina RNA-seq protocol (see Methods, sequencing data in NCBI/GEO, accession # GSE52178). Briefly, from more than 80% genome-mapped reads of more than 35.3 million raw reads, 12,689 (37.16% of the 34,151 annotated Cassava mRNA genes), 16,023 (46.92%), 15,144 (44.34%) and 17,026 (49.85%) mRNA genes were expressed under the NC, CA, CCA, and CS conditions, respectively (Additional file 2: Table S2, see Methods). Among the expressed genes were 2855, 1082 and 3297 differentially expressed genes in AC, CCA and CS in reference to NC (Additional file 2: Table S2). These differentially expressed genes were further analyzed, in addition to sncRNAs, in the study.

sncRNA species expressed in CCA treated and the normal castor bean plants were profiled following the same sequencing protocol as used for Cassava. 

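Small RNAs of castor bean (Ricinus communis), cultivar Hela, were sequenced in 1 library for NC and 1 for CCA, again without replicates. As for Cassava, RNA of 3 tissues of 3 plants and 3 harvests was pooled into each library, and CCA plants were held for 5 days at 14°C and then for 5 days at 4°C. The authors trimmed and filtered the reads as for Cassava and gave each distinct sequence of 17 to 29 nt with its raw count. The NC library has 6993180 reads over 1809065 distinct sequences, and the CCA library 5867756 reads over 1506961 distinct sequences. The 3-read floor corresponds to 0.43 rpm in NC and 0.51 in CCA. Sequences read once made up 20.8% of the reads in each library. Hairpins and mature sequences from Table 1B and the supplementary files were matched to the reads without mismatches, and counts were normalized to N × C / T in the same way. For T the genome-mapped reads of Table S3 were used, 5701187 for NC and 4646346 for CCA, which allow 1 mismatch because that table gives no others. Fisher's exact test with Benjamini-Hochberg adjustment again covers read sampling only.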

The sequencing data, which have similar percentage of qualified reads and reads mapped to the reference genome and similar distributions of length and first nucleotide bias as those of Cassava, with one exception that miRNAs were dominantly 21-nt long in castor bean (Additional file 1: Figure S3 and Additional file 2: Table S3).

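In castor bean, 22.58% of the NC reads (95% Wilson interval 22.55 to 22.61) and 26.20% of the CCA reads (26.16 to 26.24) were 21-nt long. The 24-nt share was 21.40% (21.37 to 21.43) in NC and 17.70% (17.67 to 17.73) in CCA, and the 22-nt share was 18.14% (18.11 to 18.17) in NC and 16.38% (16.35 to 16.41) in CCA. Over both libraries, 41.9% of the reads started with U, 21.0% with A, 19.4% with G and 17.7% with C, so that A or U came first 1.70 times as often as C or G. The 1833111 reads inside the hairpins of known castor bean miRNAs were 21-nt long in 77.6% (77.53 to 77.66) and 22-nt long in 10.5% (10.44 to 10.53), and 99.3% of them started with U. The 19303 reads of the Table 1B miRNAs were 21-nt long in 77.5% (76.86 to 78.04) and 22-nt long in 12.0% (11.60 to 12.52). Their first nucleotide was C in 32.1%, A in 28.3%, G in 21.3% and U in 18.2%. Among the alternatives, counting each distinct sequence once had the largest effect and raised the 24-nt share to 42.1% in NC and 35.6% in CCA.

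**Figure D2:**
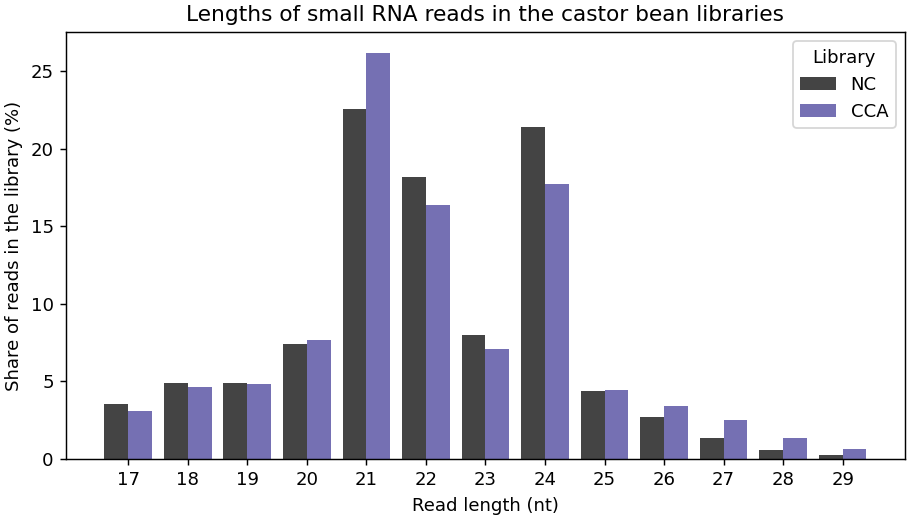
Share of the reads of each castor bean library (y axis, %) by read length (x axis, nt), with a bar at each length for NC and for CCA. The highest share is at 21 nt in both libraries, 22.58% in NC and 26.20% in CCA, and the next is at 24 nt.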

### Novel miRNAs in Euphorbia and their conservation

#### Novel miRNAs

Utilizing the sequencing data and a set of stringent criteria (see Methods), we identified 22 and 10 novel miRNAs in Cassava and castor bean, respectively (Table 1A and B). 

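The paper gives these miRNAs temporary numbers, written from here on as #3, #10 and so on. Each of the 25 Cassava and 11 castor bean mature sequences of Table 1 was counted in the libraries of its species, taking reads that lie inside the mature sequence without a mismatch, and all 36 counts equal those in Table 1. In Cassava the counts range from 11 reads for #10 to 38040 reads for #55-5p, and in castor bean from 14 reads for #40 to 5102 reads for #65. The hairpin of #10 lies on scaffold02022 from 100612 to 100777 on the plus strand and held 53 reads in all. The hairpin of #65 lies on scaffold 29912 of castor bean from 1877312 to 1877561 on the plus strand, and its mature sequence CGAGUCAUCUGACAGAAGUAG starts with C. Taking every sense read inside the hairpin moved the counts most in relative terms for #55-3p of Cassava, from 654 to 40737 reads, since the hairpin also holds the other arm. Allowing 1 mismatch raised #55-5p of Cassava from 38040 to 66591 reads and #55-5p of castor bean from 577 to 1530 reads.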

Alignments of novel miRNA sequencing reads to the respective genomes are given in Additional files 3 and 4. If a newly detected miRNA has been reported in other plants, e.g., miR3627, the same family name was used; otherwise, a temporary new family name, e.g., novel-6, was introduced. The same temporary family names were used for Cassava and castor bean to indicate their conservation across the two species. For example, mes-novel-40 in Cassava (Table 1A) and rco-novel-40 in castor bean (Table 1B) belong to the same miRNA family. 

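In Cassava, #40 has the mature sequence UGGGUGGGUGAGUGGAUAAGA, with 172 reads, in a hairpin on scaffold07996 from 160667 to 160818 on the minus strand. In castor bean, #40 has the sequence UGGGUGAGUGGAGAAGAUAAC, with 14 reads (10 in NC and 4 in CCA), in a hairpin on scaffold 30128 from 2013705 to 2013875 on the minus strand. No castor bean read lay inside the Cassava sequence and no Cassava read inside the castor bean sequence, which means fewer than the 3-read floor of 0.43 to 0.55 rpm in every library. The count of #40 in Cassava depended most on the reads taken: all sense reads inside its hairpin came to 2898. In castor bean the hairpin held 19 reads. From such pairs in Table 1, the paper assigns the miRNAs of both species to the same family.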

Among these novel miRNAs, four novel miRNAs in Cassava, novel-20, novel-52, novel-54, and novel-55, were highly represented as detected by sequencing reads (Table 1A). 

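The mature sequence of #20, AGAUGGGUGGCUCGGGAAGAAG, had 21209 reads, and its hairpin lies on scaffold03604 from 533307 to 533466 on the minus strand. The hairpin of #55 lies on the same scaffold and strand from 533082 to 533222, and #55-5p, UAUGGGGGGAUUGGGCAAAAU, had 38040 reads. For #52, on scaffold04043 from 391309 to 391458 on the minus strand, 29917 reads lay inside GGAAUGGGCGGUUUGGGAAAA. For #54, on scaffold03581 from 762705 to 762813 on the minus strand, 3851 reads lay inside ACUCUCCCUAAAGGCUUCAAC. Among the other mature sequences of Table 1A, #52-3p came next with 890 reads. The alternative that moved these counts most was 1 mismatch for #55-5p, which gave 66591 reads, and for #54 all sense reads in the hairpin, which gave 7325.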

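Together, the mature sequences of #20, #52, #54 and #55 held 94561 of the 1835713 reads counted for Cassava miRNAs in the 4 libraries, a share of 5.15% (95% Wilson interval 5.12 to 5.18). The total takes each read once and includes known miRNAs, the miRNAs of Table 1 and the newly reported #31. Sense reads anywhere in the 4 hairpins made up 5.79%, and reads identical to the mature sequence 4.46%. The highest share, 6.22%, came from allowing 1 mismatch.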

The sequence reads for these four miRNAs counted for 6% of the total reads from Cassava miRNAs.

**Table 1:** **Novel miRNAs in Cassava and castor bean identified from small-RNA profiling**

No.	Mature_sequence	#. Reads	WGS_ID	Start	End	Strd.	Genomic region	Validation	Name
**(A) Twenty-two novel miRNAs were identified and experimental validated in Cassava**									
**1**	UGGACGCCAUUUUGACAGAUG	248	scaffold00847	1153336	1153495	+	Intergenic	N	novel-3
**2**	CAAAUUAUAAUGGCAUUUUGA	11	scaffold02022	100612	100777	+	Intergenic	nd	novel-10
**3**	UGGGUAAGUGGGGAAGAUAAC	90	scaffold02264	510281	510416	+	Intergenic	N	novel-11
**4**	AAAUGGGACUCAUCAUAUGGUGGG	50	scaffold02658	994069	994318	+	intron.2_Cassava 4.1_019698m.g	Y	novel-14
**5**	UGGCCUAGAGUAGUGACCUCC	346	scaffold02936	84627	84693	-	Intergenic	Y	novel-16
**6**	AGAUGGGUGGCUCGGGAAGAAG	21209	scaffold03604	533307	533466	-	Intergenic	Y	novel-20
**7**	UUAUUUGAUCAAGGGAAAUUC	154	scaffold03802	905079	905143	+	3'UTR.1_Cassava 4.1_011822m.g	N	novel-21
**8**	UUUGGGGUAAAUUUGGACCAAA	46	scaffold05335	14983	15180	-	intron.4_Cassava 4.1_025731m.g	N	novel-24
**9**	UGGCCUUUUGAGUUUGAGAAGACA	100	scaffold05694	371116	371230	-	intron.6_Cassava 4.1_022022m.g	N	novel-27
**10**	UUGGAAGAGCUUACUUUAAAU	495	scaffold05875	2354583	2354832	-	Intergenic	N	novel-28
**11**	UCUGAAUCCCUGACGAAGCCU	243	scaffold05884	79762	79829	+	Intergenic	Y	novel-29
**12**	UUUAUAUCAUGCAUAAUUAAG	82	scaffold05890	126	236	-	Intergenic	N	novel-30
**13**	UGUCGCUGGAGAAAUGGCACUA	80	scaffold07240	11314	11420	-	Intergenic	nd	novel-38
**14**	UUUUAAUGAUAGUAUAGGGGU	12	scaffold07290	137355	137549	+	Intergenic	nd	novel-39
**15**	UGGGUGGGUGAGUGGAUAAGA	172	scaffold07996	160667	160818	-	Intergenic	Y	novel-40
**16**	UCCAGGCAAGGAAAGCUUUUC	28	scaffold08542	27109	27229	-	Intergenic	N	novel-44
**17**	UUGAGGGCUGUUUCCAGAAGC	207	scaffold10241	178034	178193	+	Intergenic	Y	novel-50
**18**	UCUAUAUGGUCUGCGGUUACC	219	scaffold12301	237927	238086	+	Intergenic	Y	novel-51-5p
**18**	UGACCGCAGACCAUAUAGAAC	446	scaffold12301	237927	238086	+	Intergenic	Y	novel-51
**19**	GGAAUGGGCGGUUUGGGAAAA	29917	scaffold04043	391309	391458	-	Intergenic	Y	novel-52
**19**	UUCCCAAUGUCGCCCAUUCCGA	890	scaffold04043	391309	391458	-	Intergenic	Y	novel-52-3p
**20**	AAAAGGAAGAUGGAGGGCAUGA	126	scaffold03264	387326	387485	-	Intergenic	nd	novel-53
**21**	ACUCUCCCUAAAGGCUUCAAC	3851	scaffold03581	762705	762813	-	Intergenic	Y	novel-54
**22**	UAUGGGGGGAUUGGGCAAAAU	38040	scaffold03604	533082	533222	-	intergenic	Y	novel-55-5p
**22**	UUCCCAAGACCUCCCAUACCAG	654	scaffold03604	533082	533222	-	intergenic	Y	novel-55-3p
**No.**	**Mature_sequence**	**#. Read**	**WGS_ID**	**Start**	**End**	**Strd.**	**Genomic region**		**Name**
**(B) Ten novel miRNAs in castor bean**									
**1**	UGGGUGAGUGGAGAAGAUAAC	14	30128	2013705	2013875	-	intergenic		novel-40
**2**	GGAAUGGGCGGUUUGGGAAAG	3622	29586	144967	145126	-	intergenic		novel-52
**3**	ACUCUCUCUGAAGGCUUCAAA	4755	29742	519324	519418	-	intergenic		novel-54
**4**	UAUGGGGGGAUCGGGCAAUAUU	577	29660	174480	174647	+	intergenic		novel-55-5p
**4**	UCUUCCCGAGACCUCCCAUACC	281	29660	174480	174647	+	intergenic		novel-55-3p
**5**	UCUUAUAGCAAUCAGGGGACUUG	296	29877	66504	66639	+	intergenic		novel-63
**6**	UAGCAAAAGAUAGAACCGGAG	225	29904	1112560	1112809	+	intergenic		novel-64
**7**	UCUGAUAGCAAAAGAUAGAAC	528	29904	1112560	1112809	-	intergenic		novel-64as
**8**	CGAGUCAUCUGACAGAAGUAG	5102	29912	1877312	1877561	+	intergenic		novel-65
**9**	UGACGUGGCAUGAACUUCGGCA	756	30074	662171	662379	-	intron.6_30074.t000092		novel-66
**10**	UCCUCUGUCACAAAUGGCUUCCAG	182	29912	1868939	1869188	+	intergenic		novel-67

Included in (A) and (B) are the number of qualified reads from all small-RNA libraries (#. reads), the genomic scaffold ID (WGS_ID), the start and end positions of the hairpins, strand (strd.) and genomic region where a miRNA resides. Included also in (A) and (B) are mature miRNA sequences, named as miR*n*-5p and miR*n*-3p, if both sequences had a substantial number of reads. The “Y” or “N” indicates whether the novel miRNA has been detected or not, respectively, in at least one of four chilling treatment samples, and novel miRNAs not selected for validation are marked with “nd”.

#### Re-annotation of known miRNAs

We further analyzed the Cassava and castor bean miRNAs identified in our previous study [30] (miRBase version 20), which were detected by analyzing our deep sequencing data. Furthermore, 17 recently reported candidate miRNAs not in miRBase [31–33], which were named as reported-*k* to distinguish them from the ones in miRBase, were also presented in our sequencing data (Additional file 2: Table S4). Among them, a newly reported candidate, reported-31 [31], counted for 138,426 of the total reads and ranked the 4-th most abundant among all miRNA families that were detected; it was only less abundant than miR156i/j/k, miR166 (all eight members), and miR167d/e/f (Additional file 2: Table S4). 

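The sequence of the newly reported candidate #31 was found in 138426 reads of the Cassava libraries: 34927 in NC, 37817 in CA, 30259 in CCA and 35423 in CS. When each family was ranked by its hairpin with the most reads, the first was MIR166e with 637255 reads, the next MIR167d with 156139 and MIR156i with 140082, and #31 was at rank 4. MIR408a followed with 64040 reads, MIR172b with 43798 and MIR168a with 42981. Hairpins of one family share most of these reads, and each hairpin was given all of them. Dividing a read among the hairpins it matched had the largest effect, leaving 85020 reads for MIR166e, 48089 for MIR167d and 46695 for MIR156i.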

Besides, 163 individual miRNAs, belonging to 33 families in Cassava were listed in Additional file 2: Table S4. The miR156, miR171, miR166, and miR169 families constitute the largest miRNA families in Cassava (Table 2), with 11, 11, 11, and 29 members, respectively. All these miRNAs in Cassava and castor bean were re-annotated according to miRNA identification criteria (Additional file 2: Tables S4 and S5). Alignments of miRNA sequencing reads to the respective genomes are given in Additional files 5 and 6.

**Table 2:** **Conservation of Euphorbiaceous miRNA families across 9 plant species –** ***M. esculenta*** **(mes),** ***R. communis*** **(rco),** ***P. trichocarpa*** **(ptc),** ***M. truncatula*** **(mtr),** ***G. max*** **(gma),** ***A. thaliana*** **(ath),** ***V. vinifera*** **(vvi),** ***O. sativa*** **(osa) and** ***P. patens*** **(ppt)**

miR	mes	rco	ptc	mtr	gma	ath	vvi	osa	ppt
**156**	**11**	**8**	**11**	**9**	**7**	**8**	**9**	**12**	**3**
**159**	**4**	**1**	**6**	**1**	**4**	**3**	**3**	**6**	
**160**	**8**	**3**	**8**	**5**	**1**	**3**	**5**	**6**	**9**
**162**	**2**	**1**	**3**	**1**	**1**	**2**	**1**	**2**	
**164**	**4**	**4**	**6**	**4**	**1**	**3**	**4**	**6**	
**166**	**11**	**5**	**17**	**8**	**2**	**7**	**8**	**14**	**13**
**167**	**9**	**3**	**8**	**1**	**7**	**4**	**5**	**10**	
**168**	**1**	**1**	**2**	**1**	**1**	**2**	**1**	**2**	
**169**	**29**	**3**	**32**	**17**	**5**	**14**	**25**	**17**	
**171**	**11**	**7**	**14**	**7**	**3**	**3**	**9**	**9**	**2**
**172**	**6**	**1**	**9**	**1**	**6**	**5**	**4**	**4**	
**319**	**8**	**4**	**9**	**2**	**3**	**3**	**5**	**2**	**5**
**390**	**3**	**2**	**4**	**1**	**2**	**2**	**1**	**1**	**3**
**393**	**4**	**1**	**4**	**2**	**1**	**2**	**2**	**2**	
**394**	**3**	**2**	**2**		**2**	**2**	**3**	**1**	
**395**	**5**	**5**	**10**	**18**	**3**	**6**	**14**	**25**	**1**
**396**	**6**	**1**	**7**	**2**	**5**	**2**	**4**	**9**	
**397**	**2**	**1**	**3**		**2**	**2**	**1**	**2**	
**398**	**1**	**2**	**3**	**3**	**2**	**3**	**3**	**2**	
**399**	**7**	**6**	**12**	**17**		**6**	**9**	**11**	
**403**	**2**	**2**	**3**		**2**	**1**	**6**		
**408**	**2**	**1**	**1**	**1**	**4**	**1**	**1**	**1**	**2**
**477**	**9**	**1**	**2**				**1**		**8**
**482**	**1**		**4**	**1**	**5**		**1**		
**530**	**2**	**1**	**2**		**2**			**1**	
**535**	**3**	**1**					**3**	**1**	**4**
**827**	**1**	**1**	**1**			**1**		**3**	
**828**	**2**	**2**	**2**		**2**	**1**	**2**		
**1446**	**1**	**1**	**5**						
**2111**	**2**	**1**		**19**	**1**	**2**	**1**		
**2275**	**1**							**1**	
**2950**	**1**						**1**		
**3627**	**1**	**2**	**2**				**1**		

Listed in the tables are the numbers of individual members of miRNA families.

#### Experimental validation and analysis of miRNAs

We selected 95 known, newly reported and novel miRNAs to validate and assess miRNA’s expression under four conditions in SC124 with qualitative real-time RT-PCR (qRT-PCR) methods. As a result, 61 out of 95 miRNAs were detected in at least one of the four conditions, respectively (Figure 1A and Additional file 2: Table S6). Figure 1B shows examples of known and novel miRNAs by qRT-PCR, and Figure 1C displays the detailed experimental results on novel miRNA novel-55 whose hairpin structure is shown in Figure 1D.

**Figure 1:**
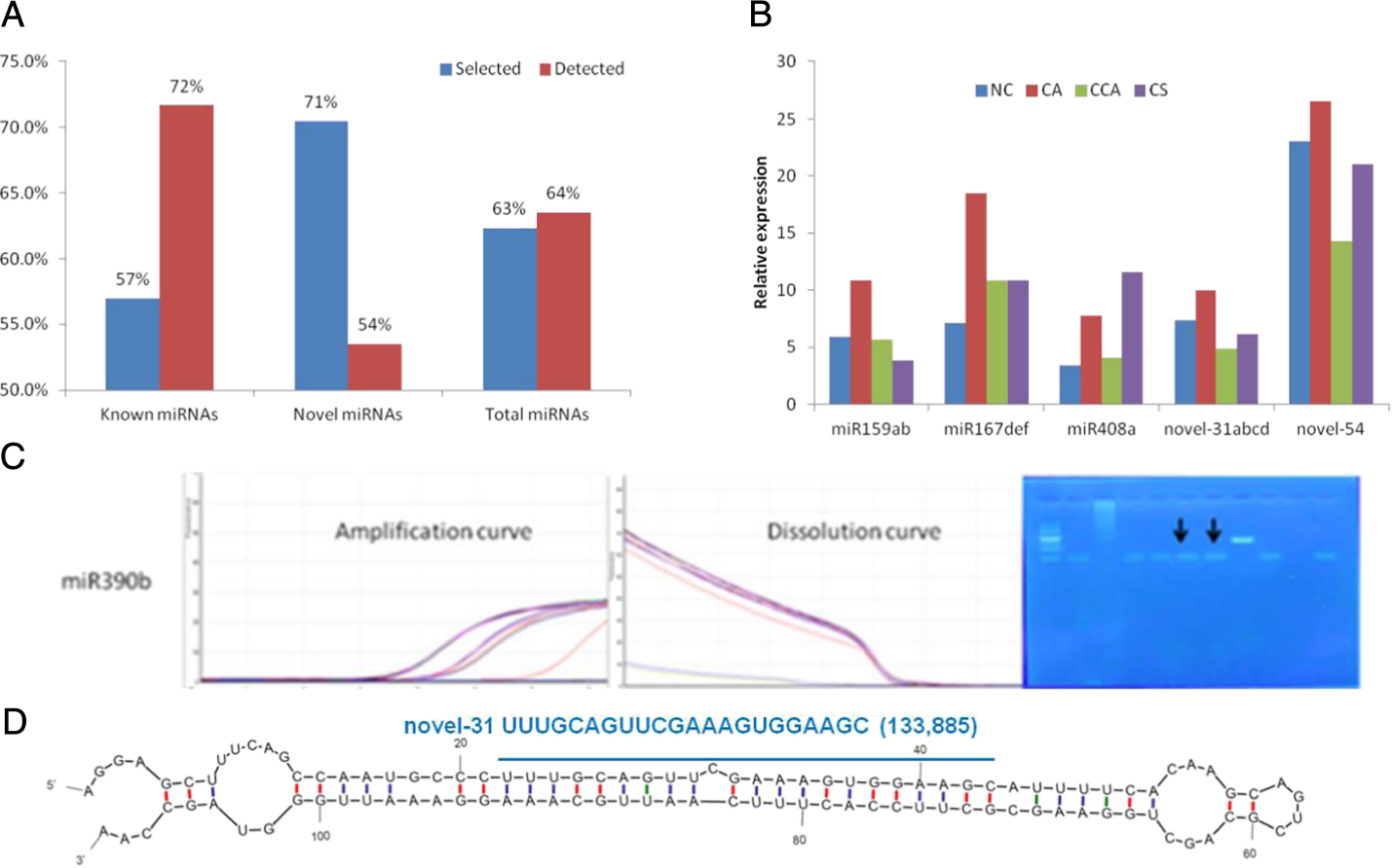
**Experiment validation of sncRNAs in Cassava cultivar SC124. (A)** Expression of miRNAs confirmed by qRT-PCR validation, where “selected” is the percent of miRNAs selected for qRT-PCR assays from all expressed miRNAs based on sequencing data, and “Detected” is the percent of the selected miRNAs that can be detected by qRT-PCR in at least one of the four conditions. **(B)** Examples of validated known and novel miRNAs expressed in three chilling treatments and the normal condition. **(C)** Amplification curve, dissolution curve, and endpoint gel image of amplicon products of miRNA novel-55. Solid arrows indicate the target band in gel. **(D)** The hairpin structure of novel-55 with annotated miRNA-5p highlighted in blue. The number in parenthesis represents the number of reads in the sequencing data.

For known miRNAs, the detected miRNAs have a large number of reads (an average of 26,838 reads), but miRNAs that failed to be detected have smaller number of reads (an average of 2,869 reads). 

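Table S6 lists which miRNAs were detected by qRT-PCR, and the reads of their hairpins were counted in the 4 libraries together. Over the 38 detected known miRNAs with a printed hairpin, the mean was 29324 reads and the median 2687, with a range of 2 to 156139. Over the 16 known miRNAs that were not detected, the mean was 20344 reads and the median 1679, with a range of 28 to 140080. The means of log2 reads differed by 1.17, which is within what random assignment of the classes gives (permutation test over miRNAs, 100000 resamples, p = 0.379). Members of a family share reads and are not independent. Many are also listed in a joint qRT-PCR entry, such as MIR164b, MIR164c and MIR164d, and each was counted as detected. Detection of MIR535a could not be entered, as its hairpin is not in the files analysed here. With reads identical to the most abundant read of each hairpin in place of all hairpin reads, the means were 22010 and 18520 (difference in log2 reads 0.92, permutation p = 0.506). The classes as given in Table S4, an alternative chosen after seeing the data, moved the result most, to a mean of 26635 reads for 42 detected and 6322 reads for 16 undetected miRNAs (difference in log2 reads 3.65, permutation p = 0.00478).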

For example, two miRNA families (miR159 and miR167), which had more than 7 K reads, can also be detected in qRT-PCR validation (Figure 1B, Additional file 2: Tables S4 and S6). 

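MIR159a held 31811 reads and MIR159b 12405 reads inside their hairpins, and Table S6 lists both as detected by qRT-PCR. Of the miR167 family, MIR167d held 156139 reads, MIR167e 155151 and MIR167f 155212, nearly all of them the same reads, and the 3 are listed as detected. MIR167a with 62450 reads, MIR167b with 17463 and MIR167c with 11882 are listed there as not detected. The count of MIR167d was 299228 with 1 mismatch allowed and 48089 with reads divided among hairpins.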

Similar to known miRNAs, the detected novel miRNAs had large numbers of reads (with an average of 28,501 reads), but undetected miRNAs typically had small numbers of reads (with an average of 137 reads). 

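Among the miRNAs that Table S6 lists as newly reported or newly identified, 14 detected ones had a printed sequence, with a mean of 17924 reads, a median of 783 and a range of 111 to 138426. The highest were #31 with 138426 reads, #55 with 40737, #52 with 31674 and #20 with 26509. The 8 that were not detected had a mean of 297 reads, a median of 191 and a range of 47 reads for #24 to 1217 for #28. The means of log2 reads differed by 3.51 (permutation test over miRNAs, 100000 resamples, p = 0.00552). Another 6 detected and 7 undetected miRNAs of this list could not be counted, as their sequences are not in the files analysed here. Of the alternatives set beforehand, comparing medians of log2 reads moved the difference most, to 1.98 (permutation p = 0.0246). Counting #31 once for each of its loci, an alternative chosen after seeing the data, gave a mean of 39189 reads for 17 entries. The paper sees here the same relation between reads and detection as for known miRNAs.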

Mature miRNAs may arise to an abundant level from both arms. For example, four miRNAs (novel-51, novel-52, novel-54 and novel-55), each of which had more than 200 reads, had their mature miRNAs detected by qRT-PCR (Additional file 2: Table S6). 

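Reads of both arms were found for all 4 miRNAs. The hairpin of #51, on scaffold12301 from 237927 to 238086 on the plus strand, held 544 reads on its 5′ arm and 521 on its 3′ arm, and that of #54 held 3872 and 3453. For #52 the 5′ arm had 30753 reads and the 3′ arm 921, and for #55 the arms had 39740 and 997. Counted inside the mature sequences of Table 1, #51 had 446 reads and #51-5p 219, #52 had 29917 and #52-3p 890, #55-5p had 38040 and #55-3p 654, and #54 had 3851. Taking all sense reads in the hairpin changed #55-3p most, to 40737 reads, since this adds the other arm, while reads starting within 2 nt of its mature 5′ end numbered 976. The paper gives these miRNAs as examples of mature miRNAs that come from both arms and were detected by qRT-PCR.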

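Small and large read numbers occur on both sides of the qRT-PCR result. Among detected known miRNAs, MIR395a had 14 reads in its hairpin, and among undetected ones MIR156h had 140080 reads and MIR172b 43798. MIR164d with 2 reads is listed as detected too, but in a joint entry with MIR164b (1940 reads) and MIR164c (1942 reads). Its own detection is therefore not known. Among the newly reported and newly identified miRNAs the detected #14 had 111 reads, while the undetected #28 had 1217. The difference between detected and undetected miRNAs in mean log2 reads was 1.17 for known miRNAs (permutation p = 0.379) and 3.51 for the others (permutation p = 0.00552). The first of these changed most with the classes of Table S4, chosen after seeing the data, to 3.65. From the lower average read numbers of the undetected miRNAs, the paper reasons that deep sequencing was the more sensitive method for transcripts of low abundance.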

Taken together, miRNAs with low numbers of sequencing reads were likely not to be detected by qRT-PCR, reflecting that deep sequencing was more sensitive to low abundant transcripts.

#### Conservation of miRNAs

The conservation of all known, newly identified and novel miRNAs in Cassava and castor bean was examined in reference to seven diverse plant species, i.e., Populus, Medicago, soy bean, *Arabidopsis*, grapes, rice and moss (*Physcomitrella patens*) (Table 2). Eight known miRNA families – miR156, miR160, miR166, miR171, miR319, miR390, miR395, and miR408 – were evolutionally conserved across the 9 species (Table 2). Another 10 annotated miRNA families – miR159, miR162, miR164, miR167, miR168, miR169, miR172, miR393, miR396, and miR398 – were also conserved in at least eight species (Table 2). The highly expressed report-31 had no homologs in castor bean and the other seven plants. 

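The sequence of #31, with 138426 reads in the Cassava libraries, was found in 77 reads of the castor bean libraries, 29 of 6993180 in NC and 48 of 5867756 in CCA. In Cassava, the alternative that moved its count most was 1 mismatch, which gave 144375 reads. The other plants the paper compared have no files here.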

The conservation of these miRNAs is broad, ranging from the angiosperm lineages to vascular plants, suggesting their essential functions in plants [15].

Remarkably, most novel miRNA families identified in the current study were Euphorbia specific. In these miRNA families, five (novel-14, novel-40, novel-52, novel-54, and novel-55) exist in both Cassava and castor bean, while 18 and 6 novel miRNAs were Cassava and castor bean specific, respectively (Table 1). 

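The castor bean libraries held no read inside the mature sequence of Cassava #14, AAAUGGGACUCAUCAUAUGGUGGG, which had 50 reads in Cassava, and none inside that of Cassava #40. An absence at this depth means fewer than 3 reads, or 0.43 rpm in NC and 0.51 in CCA. Table 1B lists no castor bean sequence for #14. For #52, 229 castor bean reads lay inside the Cassava mature sequence, and 6569 Cassava reads inside the castor bean sequence GGAAUGGGCGGUUUGGGAAAG, which in castor bean itself had 3622 reads. Castor bean reads inside the Cassava sequences numbered 1 for #54, 6 for #55-5p and 2 for #55-3p. Of the other Cassava miRNAs in Table 1A, #20 had 5 castor bean reads and #28 had 1, and the remaining ones had none. In the Cassava libraries, 1 read lay inside the castor bean sequence of #55-5p, 1 inside that of #67, and none inside those of #54, #63, #64, #65 and #66. In the own species, taking all hairpin reads raised #40 of Cassava from 172 to 2898 reads, and 1 mismatch raised #55-5p of castor bean from 577 to 1530.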

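In castor bean, #52 had 3622 reads inside its mature sequence GGAAUGGGCGGUUUGGGAAAG (scaffold 29586, 144967 to 145126, minus strand), and #54 had 4755 reads inside ACUCUCUCUGAAGGCUUCAAA (scaffold 29742, 519324 to 519418, minus strand). For #55, 577 reads lay inside #55-5p, UAUGGGGGGAUCGGGCAAUAUU, and 281 inside #55-3p, UCUUCCCGAGACCUCCCAUACC (scaffold 29660, 174480 to 174647, plus strand). The Cassava counts were 29917 for #52, 3851 for #54, 38040 for #55-5p and 654 for #55-3p. Taking all hairpin reads, which adds the other arm, moved #55-3p most, to 40737 in Cassava and 1079 in castor bean. For #55-5p in castor bean, 223 reads were identical to the mature sequence, and 1530 were found with up to 1 mismatch.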

Among the highly expressed novel miRNAs in Cassava (Table 1A), three (novel-52, novel-54, and novel-55) had homologs in castor bean, though they did not appear in other plants beyond Euphorbia. The existence of lineage/species specific miRNAs in Cassava and castor bean indicated some specific roles that these miRNAs may play in stress response in Euphorbiaceous plants.

### MicroRNA-triggered secondary siRNAs

A genome-wide search of small RNAs resembling secondary siRNAs (see Methods) resulted in 26 and 21 genomic loci enriched with 21-nt long in length in the small-RNA libraries of Cassava and castor bean, respectively (Table 3, Additional file 2: Tables S7 and S8). These genomic loci were targeted by 17 miRNA families in Cassava (Additional file 2: Table S7) and 12 miRNA families in castor bean (Additional file 2: Table S8). The majority (85%) of these siRNA-generating genomic loci in Cassava correspond to protein-coding genes (Table 3). These genes fell into several classes. The first was the set of three loci corresponding to the TAS3 genes, known hosts of ta-siRNAs, despite that only one TAS3 locus has been annotated in the current Cassava reference genome [13]. The second and biggest class consisted of 10 NB-ARC domain-containing disease resistance genes, which are receptors sensing intracellular perturbations [34]. The third class contained 2 auxin response factors and 2 auxin signaling F-box genes.

**Table 3:** **Distribution of genes that are targeted by miRNAs and subsequently produce candidate secondary siRNAs in (A) Cassava and (B) Castor bean, and their function categories**

#. Genes	Transcripts yielding 21-nt enriched siRNAs
**A. Cassava**	
2	ATPase E1-E2 type family protein/haloacid dehalogenase-like hydrolase family protein
2	auxin response factor 8
2	auxin signaling F-box 3
1	dicer-like 1
2	F-box/RNI-like superfamily protein
1	GRAS family transcription factor
10	NB-ARC domain-containing disease resistance protein
1	phosphate transporter 1;3
1	scarecrow-like 3
4	TAS3 and unannotated loci
**B. Castor bean**	
3	auxin response factor
1	auxin signaling F-box
1	basic helix-loop-helix (bHLH) DNA-binding superfamily protein
1	Cupredoxin superfamily protein
1	disease resistance protein (TIR-NBS-LRR class), putative
1	Galactose oxidase/kelch repeat superfamily protein
2	GRAS family transcription factor
1	Integrase-type DNA-binding superfamily protein
1	Leucine-rich receptor-like protein kinase family protein
1	Malectin/receptor-like protein kinase family protein
1	SET domain protein
3	squamosa promoter binding protein-like
1	TCP family transcription factor
3	TAS3

Many of these siRNA-generating loci and their targeting miRNA candidates were conserved in castor bean (Table 3). As expected, the three TAS3 loci and the targeting miRNA (i.e., miR390), 3 auxin response factors, and auxin signaling F-box genes were targeted by miR167 and miR393 and two GRAS family transcription factors were targets of miR171. Such a strong conservation suggested some common regulatory functions of those siRNA-yielding loci in Euphorbiaceous plants.

#### ta-siRNAs triggered by miR390 and Novel TAS3 genes

A genome-wide homologue search of TAS genes in Euphorbia concluded that TAS1 and TAS2 genes did not exist in the Cassava and castor bean genomes. This is consistent with the fact that miR173, which triggers ta-siRNAs in homologies of TAS1 and TAS2 in *Arabidopsis*, is not conserved in Euphorbia [15]. 

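The castor bean miR828 sequence TCTTGCTCAAATGAGTATTCCA was found in 11 castor bean reads, 8 in NC and 3 in CCA, and in 8 Cassava reads, 2 in NC, 1 in CA, 1 in CS and 4 in CCA. Between the castor bean libraries the mature sequence did not differ beyond read sampling (adjusted p = 0.447, Fisher's exact test). Reads anywhere in the castor bean MIR828 hairpin numbered 22 in NC and 4 in CCA, 3.84-fold lower in CCA (adjusted p = 0.00485, Fisher's exact test, read sampling only, no replicates).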

TAS4 did not seem to appear in Cassava or castor bean either, although miR828, the initiator of TAS4-siRNAs in *Arabidopsis*, exists in Cassava and castor bean [15]. One TAS3 gene is currently annotated in the Cassava reference genome (gene ID: 019138 m, [13]). This is in sharp contrast with three TAS3 genes in *Arabidopsis* (*AtTAS3a/b/c*) [16] and four TAS3 genes in *P. patens* (*PpTAS3a/b/c/d*) [13].

We identified two novel TAS3 loci in both Cassava and castor bean genomes by searching for a pair of miR-390 target sites (Figures 2, Additional file 1: Figures S4, S5 and S6). The currently annotated TAS3 gene was thus named as *TAS3a* and the two new TAS3 genes as *TAS3b* (Additional file 1: Figures S4 and S5) and *TAS3c* (Figure 2 and Additional file 1: Figure S6). 

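The Cassava TAS3c region printed in Figure 2C is 213 nt long, and 12475 reads of the 4 libraries matched it without a mismatch, 7962 on the sense and 4513 on the antisense strand. By library they numbered 2759 in NC, 4556 in CA, 3298 in CCA and 1862 in CS. The most abundant was the 21-nt sense read CCATACTTTGAATTGTGGAAG at bases 161 to 181, D8+ in the paper's nomenclature, with 4692 reads. Other 21-nt reads with high counts were antisense: AGAAGAACTTCCACAATTCAA at 168 to 188 with 675 reads, TTTGTGGAGTTCGAAGAAGAA at 44 to 64 with 575, and AAAGATGCAAGAAGCGATCAT at 118 to 138 with 552. Bases are counted from 1 at the left end of the region. Its sequence was transcribed from the figure by eye and checked against the reads after the files had arrived. With 1 mismatch allowed, the number of reads rose to 14906. TAS3a and TAS3b were not counted, because their full sequences are not in the files analysed here.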

Importantly, a substantial number of sequencing reads, arranged in phasing, appeared in the regions defined by the two miR390 target sites (Figure 2A, Additional file 1: Figures S4A, S5A and S6A). Following the standard nomenclature [35], the register of phased siRNAs was named as D1, D2, and so on, starting from the 5′-end miRNA target site, and the orientation was indicated by suffix “+” for the positive (or the original transcript) strand, or “-” for the negative (or the RdRP synthesized) strand.

**Figure 2:**
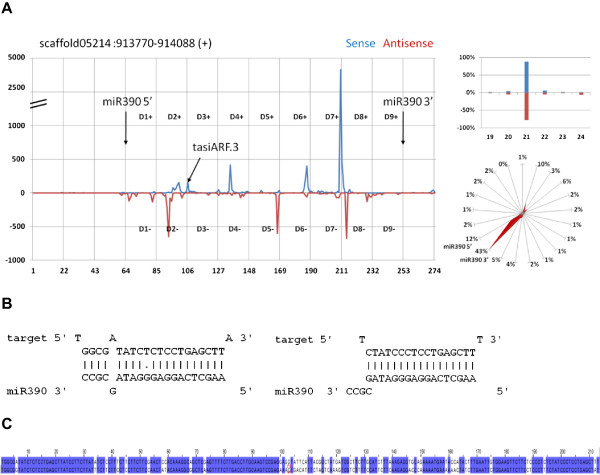
**miR390-triggered siRNAs from** ***TAS3c*** **in Cassava. (A)** Distribution of small-RNA reads. Plotted are the 5′ ends of the reads at each position along the sense (in blue) and antisense (in red) strands within the *TAS3c* region. The two arrows marked with miR390 indicate the cleavage sites of miR390 on *TAS3c*.The distribution of the lengths of these small RNAs is shown in the right-top figure. The radial graph in the right-bottom shows the percent of small RNAs with 5′ ends aligned to one of the 21-phasing registers. The registers to which 5′ and 3′ miR390 cleavage sites are aligned are indicated by miR390 5′ and miR390 3′. **(B)** The two target sites (top) and base pairing of miR390 (bottom) on *TAS3c* in Cassava. Sense (in blue) and antisense reads (in red) alignments are plotted near the two target sites. The arrows indicate the putative cleavage sites. Phased siRNA reads duplex with ~2 nt 3′ overhang can be observed on the sense (blue) and antisense (red) strands. The yellow colored are the miR390 targets. **(C)** Conservation of TAS3c between Cassava and Castor bean. The regions marked blue are conserved with identical bases in the two species.

The two binding sites of miR390 on TAS3c gene have a highly complementary sequence match (Figure 2B, left panel). 

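The mature miR390 sequence, 21 nt long, was aligned to the TAS3c region. The 5′ site GGCGATATCTCTCCTGAGCTT covers bases 2 to 22 and forms 19 base pairs and 1 G-U pair with miR390, with 1 mismatch at position 17 of the miRNA, counted from 1 at its 5′ end. The 3′ site CTCTCTATCCCTCCTGAGCTT covers bases 192 to 212 and forms 18 base pairs, with 3 mismatches at positions 18, 20 and 21. In the Cassava libraries, miR390 itself had 800 reads. Its count was 159 in NC, 257 in CA, 238 in CCA and 146 in CS.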

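Positions 10 and 11 of miR390, between which a target is cleaved, are paired at both Cassava sites. Of the 11 positions from 2 to 12, 10 are paired at the 5′ site and 11 at the 3′ site. The first base after cleavage is base 13 at the 5′ site and base 203 at the 3′ site. At base 13, 6 sense reads start. At base 203 none can be seen, because the printed region ends at base 213, too close for a whole read. Of the 10197 21-nt reads, 4.29% (95% Wilson interval 3.91 to 4.70) were in the register of the 5′ cleavage site and 49.5% (48.5 to 50.4) in that of the 3′ site. Their joint share of 53.7% moved most when each distinct place was counted once, to 18.3%, and was 67.5% with reads within 1 nt of these registers. From the pairing around the cleavage position and the reads that start there, the paper reasons that both sites were cleaved. By 5′-RACE it also reports cleavage at both sites, with most clones at positions other than 10 or 11. The registers used here assume cleavage between positions 10 and 11.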

Moreover, nearly perfect matches around the 10-nt from the 5′-end of miR390 binding sites suggested that both binding sites were cleaved, which were further supported by the phased sequencing reads starting at the position of the cleavage sites of both 5′- and 3′-end target sites (Figure 2B, right panel). These two-cleavage sites have been reported for TAS3 genes in *P. patens* [13] but different from that of *Arabidopsis* TAS3a where only the 3′-end target site is cleaved [7]. 

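In castor bean TAS3c, the 5′ site GGCGCTATCTCTCCTGAGCTT at bases 2 to 22 forms 20 base pairs and 1 G-U pair with miR390 and no mismatch. The 3′ site CTTTCTATCCCTCCTGAGCTA at bases 192 to 212 forms 16 base pairs and 1 G-U pair, with 4 mismatches at positions 1, 18, 20 and 21 of the miRNA, counted from 1 at its 5′ end. Positions 10 and 11 are paired at both sites, and the first bases after cleavage are 13 and 203, as in Cassava. Sense reads starting at base 13 numbered 5, and miR390 had 111 reads in the castor bean libraries, 82 in NC and 29 in CCA.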

Similar cleavage sites of miR390 on the TAS3c gene appeared in castor bean (Additional file 1: Figures S6D and S6E).

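In the transcribed sequences, the distance from the 5′ to the 3′ cleavage site of miR390 is 190 nt in both species. Over those bases, 144 of 190 are identical between Cassava and castor bean, or 75.8%, and over the whole printed region 165 of 213, or 77.5%. The first 5 bases of the Cassava region and the first 11 of the castor bean region had no reads, so the transcription could not be checked there.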

Interestingly, the regions between the two pairs of miR390 target sites on *TAS3c* in the two Euphorbiaceous species had the same length of 190-nt and shared a high sequence identity (Figure 2C). 

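At the 5′ site of miR390, 20 of 21 bases are identical between Cassava and castor bean TAS3c, and at the 3′ site 19 of 21. Between the cleavage sites the identity is lower, 144 of 190 bases or 75.8%. From the near identity at the sites, the paper proposes that the sequence on and near them is strongly conserved.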

The regions around the two target sites had almost identical sequences, suggesting a strong conservation on and near the miR390 target sites. 

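The tasiARF of TAS3c, TTCTTGACCTTGCAAGTCCGA, lies at bases 78 to 98 in both species. Its first base is 2 nt into cycle 4 of 21 nt, counted from the 5′ cleavage site. Reads inside this sequence numbered 48 in Cassava, 11 in NC, 18 in CA, 7 in CCA and 12 in CS, and 13 in castor bean, 6 in NC and 7 in CCA. Of the 21-nt sense reads at this place, Cassava had 44 of 10197, or 0.43% (95% Wilson interval 0.32 to 0.58), and castor bean 13 of 1678, or 0.77% (0.45 to 1.32). The paper identifies this siRNA as conserved with the Arabidopsis tasiARF.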

Importantly, siRNA from D4+ register (Figure 2A) was highly conserved with tasiARF, a well-studied ta-siRNA targeting an ARF gene in *Arabidopsis* (*ASRP2141*) [7]. It is noteworthy that TAS3a and TAS3b also host tasiARF-like siRNAs in Euphorbia. However, sequence alignment revealed that there existed three distinct tasiARF-like siRNA species encoded by TAS3a/b/c; a slight sequence difference near the 3′-ends existed in the three tasiARFs (Additional file 1: Figure S7). 

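The 3 sequences of Figure S7 are TTCTTGACCTTGTAAGACCTT for tasiARF.1, TTCTTGACCTTGTAAGACCCC for tasiARF.2 and TTCTTGACCTTGCAAGTCCGA for tasiARF.3. Counting from 1 at the 5′ end, tasiARF.1 and tasiARF.2 differ by U20C and U21C. From tasiARF.1 to tasiARF.3 the differences are U13C, A17U, U20G and U21A, and from tasiARF.2 to tasiARF.3 they are U13C, A17U, C20G and C21A. In the Cassava libraries 1868 reads lay inside tasiARF.1, 2509 inside tasiARF.2 and 48 inside tasiARF.3. In castor bean the counts were 1806, 2722 and 13. A read shorter than 20 nt that starts at the 5′ end matches tasiARF.1 and tasiARF.2 alike and was counted for both.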

Finally, the three TAS3 genes encoded different numbers of tasiARF. TAS3a and TAS3b maintained two tasiARFs adjacent to each other (e.g., tasiARF.1 and tasiARF.2 in Additional file 1: Figures S4A and S5A), while TAS3c contained a single tasiARF (Figure 2A).

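Of the 12475 reads that matched Cassava TAS3c without a mismatch, 10197 were 21-nt long, or 81.7% (95% Wilson interval 81.1 to 82.4). The share was 82.2% in NC (80.8 to 83.6), 79.6% in CA (78.4 to 80.7), 84.0% in CCA (82.7 to 85.2) and 82.2% in CS (80.4 to 83.9). Reads were taken anywhere in the 213-nt region between and including the miR390 sites. Counting each distinct read place once changed this share most: 164 of 542 places, or 30.3%, were 21-nt long.

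**Figure D3:**
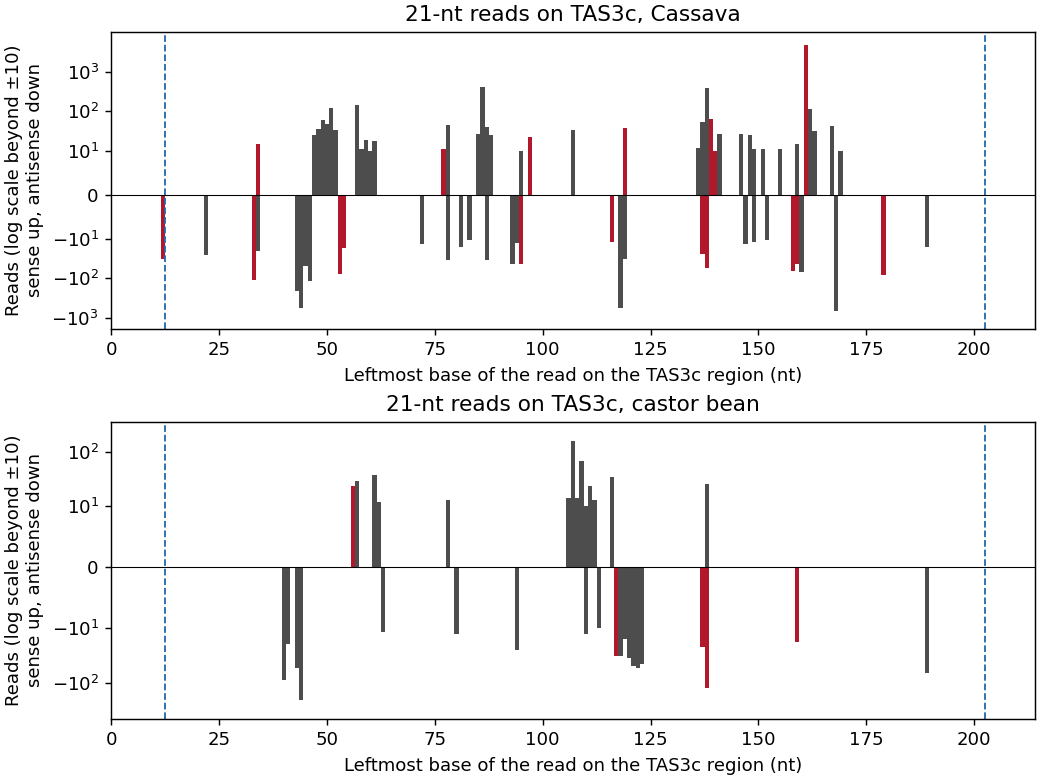
Number of 21-nt reads (y axis, log scale beyond 10 reads, sense reads up and antisense reads down) at the base where the read's left end lies (x axis, nt) on TAS3c of Cassava (top) and castor bean (bottom), for places with at least 10 reads. Red bars are in a register of a miR390 cleavage site, grey bars are not, and dashed lines mark the cleavage sites. The highest bar in Cassava is D8+ with 4692 reads, and the highest in castor bean is an antisense read with 210 reads outside these registers.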

A total of 8,479 reads from the small-RNA libraries of Cassava were mapped to the *TAS3c* region, among which 85.1% were 21-nt long. 

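A 21-nt read was called phased when its 5′ end lay a multiple of 21 nt from the 5′ or the 3′ cleavage site of miR390, with antisense reads moved by 2 nt for the 3′ overhang of the duplex. Of the 10197 21-nt reads of Cassava TAS3c, 5480 were phased, or 53.7% (95% Wilson interval 52.8 to 54.7), which is 43.9% of all 12475 reads. D8+ alone had 4692 of them, 46.0% of the 21-nt reads (45.0 to 47.0). If the 5′ ends were spread evenly, 9.52% would fall in the 2 registers. Without D8+, 788 of 5505 reads were phased, or 14.3% (13.4 to 15.3). The phased share of 21-nt reads moved most when each distinct place was counted once, to 18.3%.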

Among these small RNAs, 5,884 (66.4% of the total of 8,479) were arranged in phase with reference to the putative cleavage site at either the 5′ or 3′ target site of miR390. Interestingly, 20.5% of 21-nt small RNAs have the first nucleotides at the positions shifted by ~10- or 11-nt from the majority phased small RNAs. 

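In Cassava, 2113 of the 10197 21-nt reads had 5′ ends 10 or 11 nt away from the registers of the miR390 cleavage sites, or 20.7% (95% Wilson interval 19.9 to 21.5). Both cleavage sites together define 3 such shifted registers of 21. The share was 20.2% in NC (18.6 to 21.9), 23.6% in CA (22.3 to 25.0), 14.6% in CCA (13.3 to 16.0) and 25.6% in CS (23.5 to 27.8). CCA lay below the other libraries by more than the read-sampling intervals, although each condition has 1 library. The pooled value moved most when the CCA library was taken alone, to 14.6%, and counting distinct places once gave nearly the same value.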

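The shifted 21-nt reads of Cassava TAS3c fell into 3 registers that held 11.8%, 2.80% and 6.15% of all 21-nt reads. In the first of them lay the most abundant shifted read, AGAAGAACTTCCACAATTCAA, antisense at bases 168 to 188, with 675 reads. It overlaps D8+ at bases 161 to 181. Among the 21-nt reads of the same register was the sense read CTTGCAAGTCCGAGGAGGTAT at 86 to 106 with 411 reads. With up to 1 mismatch, the joint share of the shifted registers was 19.7% in place of 20.7%. From the register that the shifted reads follow, the paper reasons that siRNAs from D8- could cleave the transcript and set a secondary register.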

These shifted siRNAs followed the phasing register set by siRNA D8-, indicating that siRNAs arising from D8- could target and cleave the original transcripts, setting a secondary phasing register different from the register set by miR390. The most prominent example of such shifted siRNAs was located at the middle of D5+ and D3- (Figure 2A). 

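In Cassava, the sense peak between the regular places was CTTGCAAGTCCGAGGAGGTAT at bases 86 to 106, which starts 10 nt into cycle 4 from the 5′ cleavage site and had 411 reads, or 4.03% of the 21-nt reads (95% Wilson interval 3.67 to 4.43). On the antisense strand, TTTGTGGAGTTCGAAGAAGAA at bases 44 to 64 lay 12 nt into cycle 2 and had 575 reads, or 5.64% (5.21 to 6.10). Its neighbour at 43 to 63 had 207 reads, or 2.03% (1.77 to 2.32).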

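The castor bean libraries held 2161 reads that matched the 213-nt TAS3c region of castor bean without a mismatch, 717 sense and 1444 antisense. NC had 1448 of them and CCA 713. Of all these reads, 1678 were 21-nt long, or 77.6% (95% Wilson interval 75.8 to 79.4). The share was 76.5% in NC (74.2 to 78.6) and 80.1% in CCA (77.0 to 82.9), and these intervals overlap. When each distinct place was counted once, the share fell furthest, to 41.4% of 273 places. The sequence was transcribed from Figure 2C by eye and corrected against the reads.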

Similarly, 2,195 sequencing reads, 81% of which were 21-nt long, were derived from TAS3c in castor bean. 

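Of the 1678 21-nt reads of castor bean TAS3c, 620 were in the registers 10 or 11 nt away from those of the miR390 cleavage sites, or 36.9% (95% Wilson interval 34.7 to 39.3), and 270 were in the registers of the cleavage sites, or 16.1% (14.4 to 17.9). The largest peaks were antisense TTTGTATAGTTGGAAGAAGGA at bases 44 to 64 with 210 reads, 12 nt into cycle 2 from the 5′ cleavage site, and sense CATTTCTAGTCAAAGTCGTCT at 107 to 127 with 154 reads, 10 nt into cycle 5. Antisense TTCATTTTTGGGTCCTCTTGA at 138 to 158 had 127 reads and was in the register of the 3′ cleavage site. The shifted share was 36.7% in NC (33.9 to 39.6) and 37.5% in CCA (33.6 to 41.5). It depended most on the weight of abundant reads and was 16.8% when each distinct place was counted once.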

Secondary, shifted siRNAs (21% of the total siRNAs from TAS3c) were also observed (Additional file 1: Figure S6C), similar to that in Cassava TAS3c, exemplified by the peaks in the middle of D6+, D6- and D5-. 

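By library, the share of 21-nt TAS3c reads in the registers of the miR390 cleavage sites was 54.6% in Cassava NC (95% Wilson interval 52.6 to 56.7), 49.8% in CA (48.2 to 51.4), 64.5% in CCA (62.7 to 66.2) and 42.3% in CS (39.8 to 44.8). In castor bean it was 17.6% in NC (15.5 to 20.0) and 13.1% in CCA (10.6 to 16.2). The shifted registers held 20.7% in Cassava and 36.9% in castor bean over all libraries. Allowing 1 nt on either side of a register raised the phased share of castor bean most, to 24.6%. From the reads at TAS3c, the paper concludes that both species make ample ta-siRNAs, most of them in the main 21-nt register and a smaller amount in the shifted one.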

Taken together, TAS3c in Cassava and castor bean produced ample ta-siRNAs, majority of which were arranged in 21-nt phasing, while a small amount of which had a register shifted half way from the main register.

#### Candidate secondary siRNAs triggered by miRNAs

A total of 77 and 86 NBS-LRR genes are annotated in the current Cassava and castor bean genomes, respectively [36]. However, only one castor bean NBS-LRR genes was predicted to be targeted by miR396 to produce enriched siRNAs of 21-nt long (Table 3). This is in contrast to the results in Medicago and tomatoes, where a large number of NBS-LRR genes have been reported to be targeted by one or two miRNA initiators, such as miR482 [18, 19]. We were able to identify one locus encoding miR482 in Cassava genome (Additional files 5). However, miR482 in Cassava was rarely sequenced in the current data sets (Additional file 5), indicating that miR482 might not be expressed in the tissues we examined. 

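The hairpin of MIR482 on scaffold02264 from 510283 to 510413 on the plus strand is not among the sequences printed in full, so its reads could not be counted directly. The hairpin of #11 in Table 1A covers the same place, from 510281 to 510416 on the plus strand, and held as many reads in the 4 libraries as Table S4 gives for MIR482. Of these, 90 lay inside the mature sequence UGGGUAAGUGGGGAAGAUAAC, 25 in NC, 18 in CA, 28 in CCA and 19 in CS. Reads identical to it numbered 53, the largest change among the alternatives. From the small read number of miR482, the paper proposes that it might not be expressed in the tissues examined.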

Alternatively, it is plausible that miR482 did not regulate NBS-LRR genes in Euphorbiaceous species, which is consistent with the prediction that few NBS-LRR genes were targeted by miR482 in Cassava or castor bean, respectively.

ta-siRNAs at TAS3 loci were found to be arranged in phasing. Nevertheless, many other siRNAs were not arranged in a precise 21-nt phasing pattern (Additional file 2: Table S7). For example, an unannotated genomic locus associated with report-31 produced 14,369 siRNA reads in total, 84% of which were 21-nt long (Additional file 1: Figures S8A and S8B), but interestingly, the siRNAs were not arranged in phasing (Additional file 1: Figures S8C), different from the phasing pattern of siRNAs from the TAS3 loci. Non-phasing ta-siRNAs have also been observed in *Arabidopsis*, where RDR6-dependent siRNAs derived from miRNA target loci (e.g. miR168 at AGO1, miR472 at several CC-NBS-LRR genes) were found not to be arranged in a phasing pattern either [16]. Therefore, we reported both phased and non-phased siRNA candidates from miRNA-targeted genes.

#### Experimental validation of secondary siRNAs and their targets

We experimentally validated three ta-siRNAs including tasiARF1/2 from TAS3a/b genes and the highly sequenced D8+ siRNA from the newly identified TAS3c gene (Additional file 1: Figure S9). The qRT-PCR result showed consistent amplification and sharp dissolution curves as well as clear bands of three siRNAs, supporting the genuine presence of the three ta-siRNAs (Additional file 1: Figure S9).

Further, to investigate the effect of sncRNAs on target genes, we used 5′-RACE to assess the cleavage activities of miRNAs and secondary siRNAs of TAS3 on their targets. The miRNAs that we tested could indeed cleave their targets, as shown by the cleavage sites of miR167 on ARF8 and that of miR393 on ABF3 (Table 4). The two putative cleavage sites of miR390 on TAS3c were cleaved (Table 4), in agreement with the reads from the RNA-seq data (Figure 2B). Moreover, ta-siRNAs of TAS3 were also able to cleave their target genes. The subsequent secondary ta-siRNAs – tasiARF1, tasiARF2, and tasiARF3 – cleaved their respective targets; specifically, tasiARF1 cleaved both ARF3 and ARF4, tasiARF2 cleaved NAC2 and tasiARF3 cleaved ARF3 (Table 4 and Figure 3). Interestingly, tasiARF1 and tasiARF3 degraded the same target (AFR3, 002399 m) at the same cleavage site (the 11-th nucleotide from the 5′ end of the small-RNA binding site) with different cleavage efficiency (i.e., approximately by a 6 to 1 ratio) under the CS condition (Table 4, Figure 3A and 3B). Moreover, one putative secondary siRNA derived from report-31 initiated transcript, i.e., siReport-31, was able to cleave its target gene, CUL4. Note that some cleavage sites detected by 5′-RACE were separated by consecutive segments of 21-nt long, e.g., between the cleavages sites at 21-nt and 84-nt downstream from the tasiARF1 cleavage sites on ARF4 (data not shown).

**Table 4:** **miRNAs and siRNAs cleavage sites detected by 5′RACE**

Genes	Condition	Basepair	Target ID		Annotation
miR390-TAS3c binding site #1	CA + CCA	1(1)	scaffold05214	TAS3c	Non-coding gene, the inter-space between NO.1 and NO.2 basepair match is 168 bp.
	CS	11(2), 1(6), 0(1)			
miR390-TAS3c binding site #2	CA + CCA	5(1)			
	CS	5(1)			
miR167-ARF8	CA + CCA	9(1), 7(1)	001923 m	ARF8	auxin response factor 8
miR393-ABF3	NC	10(1), 17(1)	004520 m	AFB3	auxin signaling F-box 3
	CA + CCA	11(8)			
	CS	11(7)			
tasiAFR3-ARF3	CA + CCA	11(1)	002399 m	ETT/ARF3	Transcriptional factor B3 family protein/auxin-responsive factor AUX/IAA-related
	CS	11(6)			
tasiARF1-ARF3	CS	11(1)	002399 m	ETT/ARF3	
tasiARF1-ARF4	CA + CCA	10(1)	001979 m	ARF4	auxin response factor 4
	CS	10(1)			
tasiARF2-NAC2	CS	11(2)	027253 m	NAC2	NAC domain containing protein 2
siReport31-CUL4	CA + CCA	18(1)	001768 m	CUL4	cullin4

Each target site was detected by ten clones. “Basepair” column lists the specific cleavage site from the 5′ end of a miRNA or siRNA and the number of clones (in parenthesis) that were detected to have cleavage products.

**Figure 3:**
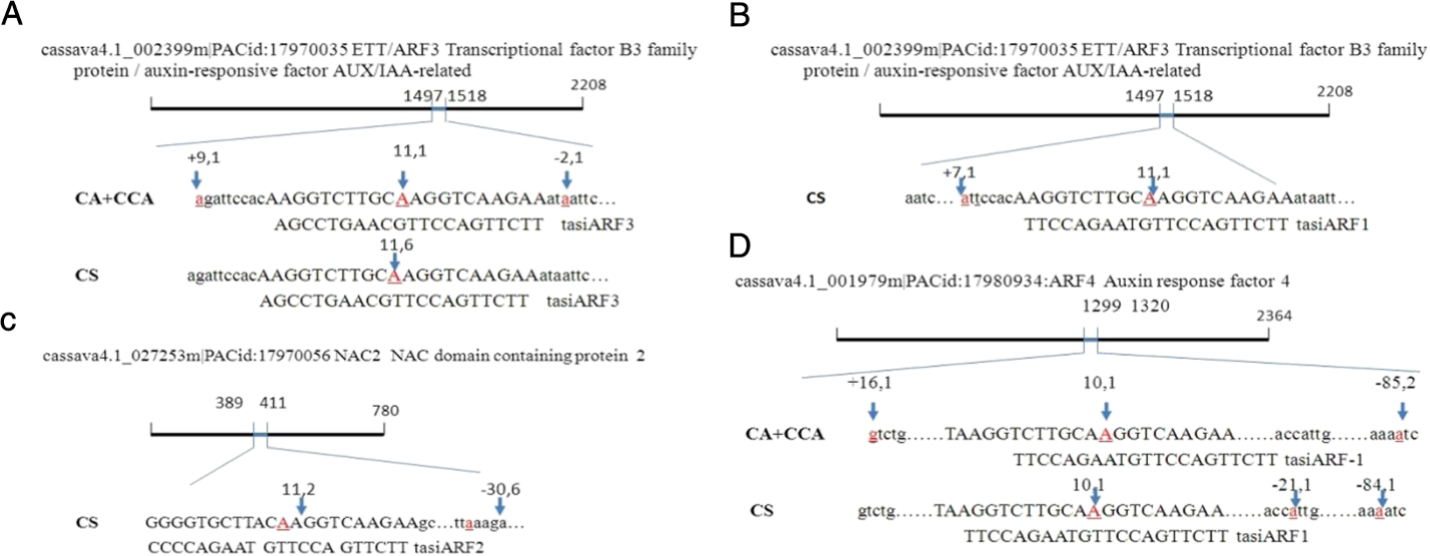
**Cleavage sites of ta-siRNAs detected by 5′-RACE in chilling-treated Cassava plants.** Shown here are the cleavage sites of **(A)** tasiARF3 on ARF3 (002399 m), **(B)** tasiARF1 on ARF3 (002399 m), **(C)** tasiARF2 on NAC2 (027253 m), and **(D)** tasiARF1 on ARF4 (001979 m). In each panel, the name of a target, its annotation and the ta-siRNA-binding region are shown on the top and the reversed ta-siRNA sequence on the bottom with conditions shown to the left (CA, CCA and/or CS). An arrow indicates a cleavage on the target gene. The first number atop of an arrow refers to the cleavage site within the ta-siRNA-binding region from the 5′ end of the small RNA, and the following number is the number of clones (out of 10) detected by cloning of amplified the specific PCR product. A number with prefix “+” or “-” refers to, respectively, the cleavage site located upstream or downstream of the base-pairing region on the target gene. The number on a solid line indicates the distance between the cleavage site and the boundary of ta-siRNA-binding region.

### Candidate siRNAs originated from natural antisense transcripts

Following our method for identifying cis-NATs and using the threshold of 25-nt overlapping [26], 135 and 63 pairs of cis-NATs were identified, respectively, in the Cassava and castor bean reference genomes (Additional file 2: Tables S9 and S10). Among the 135 cis-NATs in Cassava, 48 (36%), 15 (11%) and 72 (53%) pairs were arranged in the convergent (3′-3′ overlap), divergent (5′-5′ overlap) and enclosed orientations, respectively (Additional file 2: Tables S9). Note that the percentage of enclosed cis-NATs was greater than that in *Arabidopsis* [25, 26]. In castor bean, the same number of 23 cis-NAT pairs appeared in the enclosed and divergent categories and 17 were convergent (Additional file 2: Table S10).

Seven and 1 cis-NAT in Cassava and castor bean, respectively, were detected to yield nat-siRNAs, each of which gave rise to at least 10 reads in the overlapping region (Table 5). One example of cis-nat-siRNAs was from the cis-NAT pair of two genes, 013132 m and 020539 m on scaffold07238 (cis-NAT-1 in Table 5), arranged in a convergent fashion (Figure 4); a total of 271 reads aligned to the overlap region of the two genes. Approximately 80% of the mappable reads appeared in the cis-NAT overlapping region, showing that cis-nat-siRNAs were predominantly derived from the overlapping region. Transcription of the two NAT genes were confirmed by Expressed Sequence Tags (ESTs; accession number asmbl_5742 and _5743) and directly supported by our RNA-seq data of the Cassava transcriptome profiling under the four conditions (Additional file 2: Table S11).

**Table 5:** **cis-NAT pairs that generate siRNAs in Cassava and castor bean**

						+ Strand		- Strand
ID	Scaffold	Type	Start	End	# Reads in OL ^a^	21 nt% ^b^	# Reads in OL ^a^	21 nt% ^b^
***Cassava***								
cis-NAT-1	scaffold07238	3′-3′	376957	377910	40	85.0%	175	66.3%
cis-NAT-2	scaffold11378	3′-3′	285315	286689	53	57.2%	10	60.0%
cis-NAT-3	scaffold08316	3′-3′	598264	598958	33	60.6%	7	100.0%
cis-NAT-4	scaffold12317	3′-3′	65657	66262	26	65.4%	6	83.3%
cis-NAT-5	scaffold03802	3′-3′	435292	436201	4	100.0%	24	54.2%
cis-NAT-6	scaffold11581	3′-3′	786965	787920	7	85.7%	15	53.3%
cis-NAT-7	scaffold06688	3′-3′	321683	322092	8	87.5%	7	85.7%
***Castor bean***								
cis-NAT-8	29701	5′-5′	185445	186292	112	94.6%	152	94.7%

^a^OL stands for overlapping regions.

^b^Abundance of 21-nt reads expressed as the percentage of the total reads.

**Figure 4:**
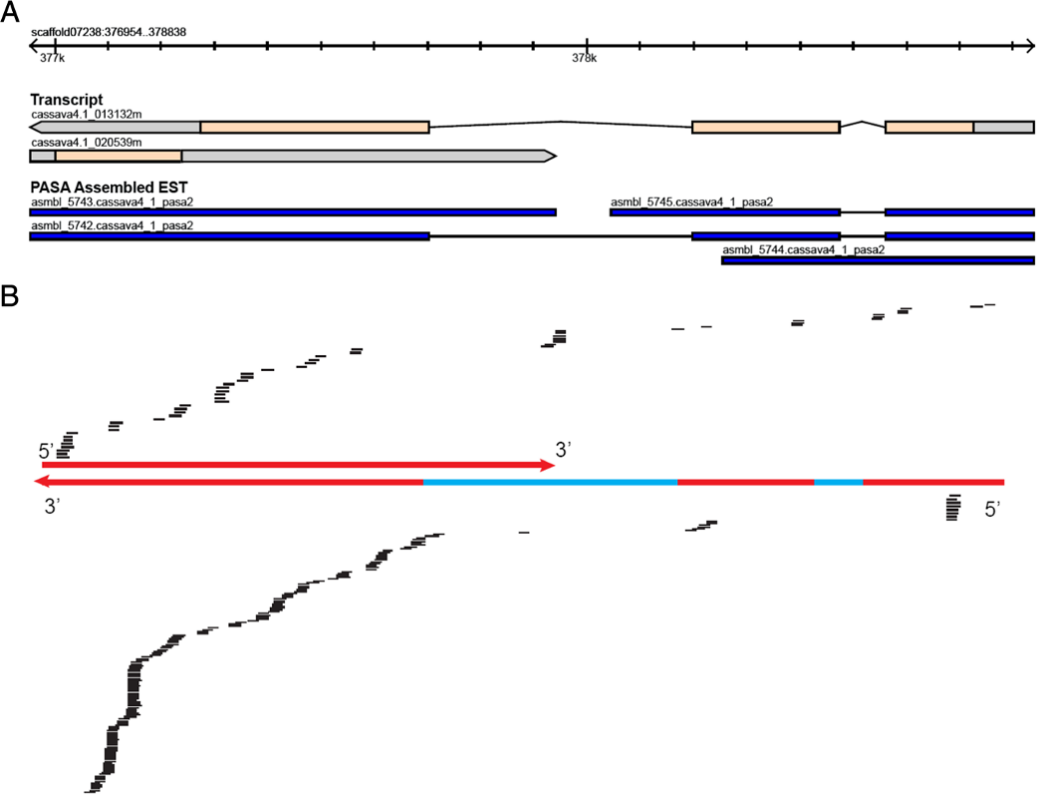
**A cis-NAT candidate locus yields 21-nt enriched siRNAs. (A)** cis-NAT pair of no apical meristem gene (NAM, 013132 m) and unannotated gene (020539 m) in Cassava. The EST track displays the EST sequences from the Phytozome database [36]. **(B)** Small RNAs from the positive and negative strands are displayed above and below the NAT pairs, respectively. The red and blue regions on the gene model represent exons and introns, respectively.

Unlike miRNAs, many of which are highly conserved in plants [15], the majority plant cis-nat-siRNAs are not conserved [26]. Interestingly, one cis-NAT pair detected in Cassava (013132 m and 020539 m) was conserved in *Arabidopsis* (AT1G01720/AT1G01725; Additional file 1: Figure S10A), which overlap by ~700-nt in the 3′-3′ orientation based on the *Arabidopsis* gene and EST annotation (red box in Additional file 1: Figure S10A). A few small RNAs, 85% of which were 21-nt long, arise from the cis-NAT region in chilling-stressed *Arabidopsis* shoots [26]. In addition, castor bean genome appeared to have one homologous gene of AT1G01720 but no homologous gene for AT1G01725 that was essential for generating cis-NAT1 (Additional file 1: Figure S10B).

### Perturbed sncRNAs in response to chilling stress and acclimation

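In each comparison of 2 Cassava libraries, the 130 expressed hairpins were divided into those that rose or fell by at least 1.5-fold in normalized reads. In CA against NC, 33 were higher and 38 lower, and in CCA against NC 25 were higher and 31 lower. In CS against NC, 3 were higher and 53 lower. Between the treatments, 20 were higher and 16 lower in CCA than in CA, 24 higher and 45 lower in CS than in CA, and 6 higher and 49 lower in CS than in CCA. The scaling moved the CS comparison most: with TMM factors over the miRNAs, 41 hairpins were higher and 24 lower in CS than in NC. Requiring also an adjusted p under 0.05 in Fisher's exact test, which covers read sampling only, left 24 higher and 32 lower in CA, 12 and 24 in CCA, and 0 and 45 in CS.

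In castor bean, 20 of the 77 expressed hairpins were higher and 20 lower in CCA than in NC. The largest changes there, among hairpins with at least 100 reads, were increases of MIR408 by 7.66-fold (1154 against 184 reads), MIR827 by 2.78-fold and MIR397 by 2.31-fold, while MIR319b was 48.4-fold lower (2 against 171 reads), MIR3627b 5.30-fold and #54 2.44-fold. From such counts in Cassava, the paper concludes that a substantial number of miRNAs were differentially expressed under chilling and between the stress conditions.

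**Figure D4:**
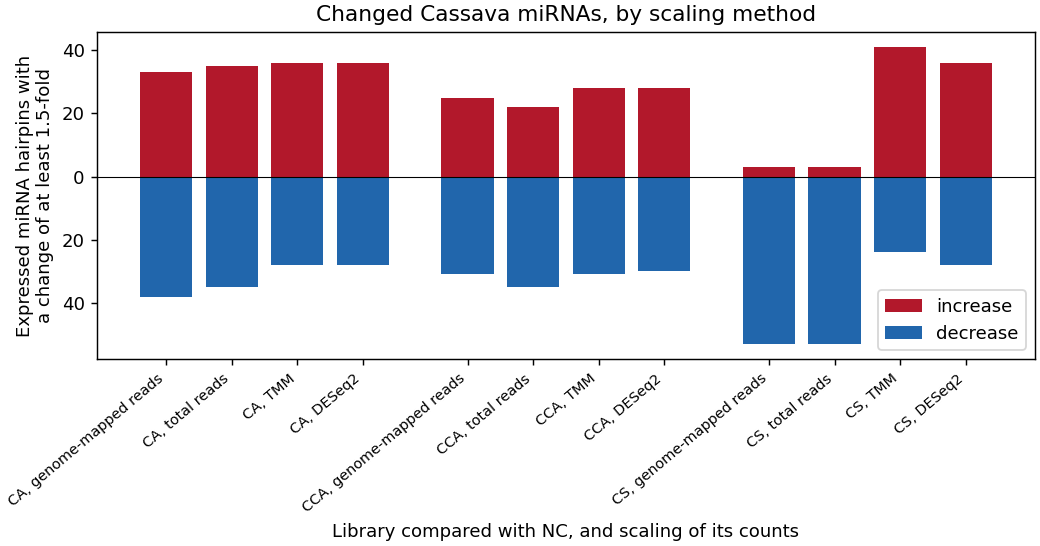
Number of the 130 expressed Cassava miRNA hairpins with a change of at least 1.5-fold against NC (y axis, increases up in red and decreases down in blue) for CA, CCA and CS under 4 scalings of the counts (x axis). With genome-mapped or total reads, CS has 3 increases and 53 decreases, and with TMM it has 41 increases and 24 decreases.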

A substantial number of miRNAs were DE under the chilling stresses with respect to the normal control and were DE across different stress conditions. Among the 150 (111 known and 39 novel and newly detected) miRNAs expressed in Cassava, 114 (78.6% of the total) had at least 1.5-fold change under one of the six comparisons (Additional file 2: Table S12A). 

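Hairpin sequences were available for 159 Cassava miRNAs, 137 known ones and 22 of Table 1, and 130 of them had at least 10 reads in the 4 libraries. Of these, 113 changed by at least 1.5-fold in 1 or more of the 6 comparisons, or 86.9%. They were 93 of 108 known miRNAs and 20 of 22 miRNAs of Table 1. Hairpins that share reads were each counted, and when hairpins with the same most abundant read were counted once, 60 of 72 changed. An exact test of edgeR with an assumed biological coefficient of variation of 0.2 moved the number most, to 23 miRNAs at an adjusted p under 0.05, a value that rests on the assumption since no library has a replicate.

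Among hairpins with at least 100 reads, the largest increase in CA was that of MIR319b, from 9 to 90 reads or 9.31-fold after normalization (adjusted p = 7.4e-18, Fisher's exact test, read sampling only), followed by MIR319d with 4.51-fold and MIR156k with 2.86-fold. The largest decreases in CA were 2.58-fold for MIR393b, 2.56-fold for MIR160e and 2.34-fold for MIR408b. In CCA, MIR319b rose 8.17-fold (77 reads, adjusted p = 6.0e-15, Fisher's exact test), MIR156k 2.35-fold and #27 2.26-fold. The largest decreases in CCA were 2.97-fold for the hairpin of #40, 2.11-fold for MIR408a and 2.10-fold for MIR166j. The most abundant read of the #40 hairpin is not its mature sequence. Reads inside the mature sequence of #40 numbered 46 in NC and 35 in CCA. In CS, MIR159c was 3.92-fold lower (35 against 156 reads, adjusted p = 4.0e-16, Fisher's exact test), #30 3.40-fold and MIR393b 3.23-fold. The largest increases in CS were below the threshold, 1.49-fold for MIR166h, 1.44-fold for MIR166k and 1.42-fold for MIR171g. A pseudocount of 10 changed MIR319b most, to 5.29-fold in CA and 4.70-fold in CCA.

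The fold changes of the small RNAs shown in Figure 5 were computed from their mature sequences. For #51 the ratio to NC was 1.48 in CA, 1.30 in CCA and 0.72 in CS, for #52 it was 1.06, 1.61 and 0.53, and for #55-5p it was 0.93, 0.63 and 0.77. For #16, with 346 reads in all, it was 0.45, 0.81 and 0.93. For #20 it was 0.80, 0.67 and 0.47, for #54 it was 1.32, 1.59 and 1.19, and for #55-3p it was 1.00, 1.56 and 1.17, each in the order CA, CCA and CS. For miR390 the ratios were 1.66, 1.57 and 1.02, for tasiARF.2 0.93, 1.31 and 0.95, and for D8+ 1.52, 1.57 and 0.51. Ratios in CS were the most dependent on the scaling: with TMM factors that of #16 was 1.33 and that of #55-5p 1.11.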

Fifteen DE miRNAs were further experimentally analyzed (Figure 5A). Note that the miR319 and miR395 families are well conserved in plants, and miR477 is conserved in Populus, *Arabidopsis*, Grape vine and Moss (Table 2A), suggesting their conserved function in plant stress response. As for the novel chilling-responsive, highly DE Cassava miRNAs, three (novel-51, -52 and novel-55-5p) were up-regulated and one (novel-16) were down-regulated across the chilling treatments. Three novel miRNAs (novel-20, novel-54-5p and novel-55-3p) were not differentially expressed in the three chilling treatments in SC124 cultivar. In contrast, the four miRNAs were all highly up-regulated at 4°C under both CCA and CS of the C4 cultivar (data not shown), a more chilling tolerance cultivar. Consistently, the expression patterns of novel-52 and novel-55-5p were significantly differentially expressed in the three chilling stresses with respect to the control condition, i.e., one was up-regulated and one down-regulated in the CA condition, while both were up-regulated under the CCA and CS conditions (Figure 5B).

**Figure 5:**
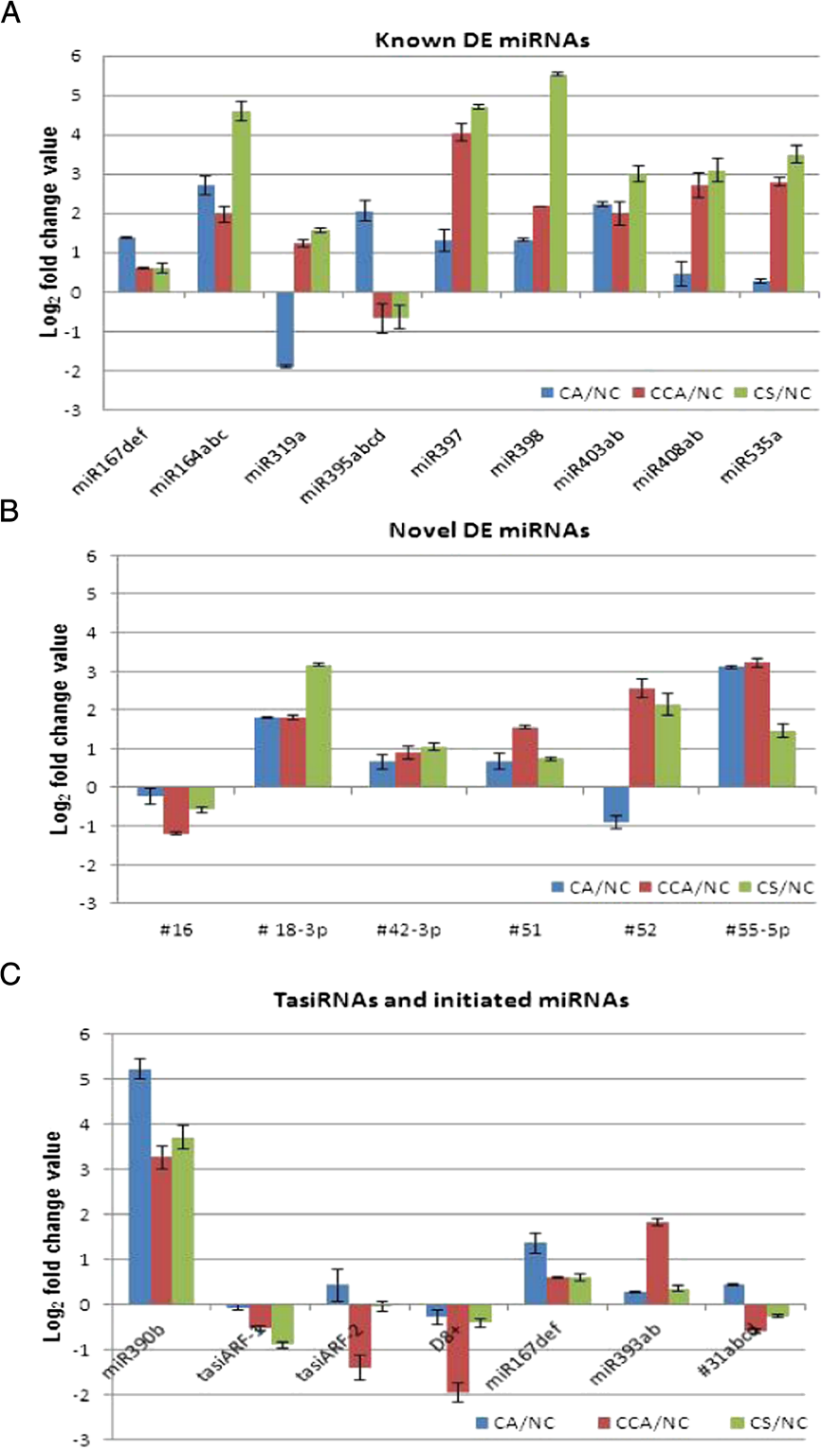
**Experimental validation of differential expression of (A) known miRNAs, (B) novel miRNAs and (C) ta-siRNAs in three chilling stress treatments, CA, CCA and CS, with respect to the normal condition in Cassava SC124 cultivar.**

The 26 putative siRNA-yielding loci in Cassava were further assessed across six comparisons for their potential for producing differentially expressed siRNAs. In the loci analyzed, 12 (46%) of the 26 loci exhibited differential expression with at least 2-fold change under at least one of the six comparisons (Additional file 2: Table S12B). The miRNAs that initiated siRNAs were highly induced in all three chilling stress conditions compared to NC (Figure 5C). miR167, miR390 and miR393 were also differentially expressed under chilling stress; miR167 was up-regulated under CA while miR393 was up-regulated under CCA in reference to the normal condition. Some of the ta-siRNAs from TAS3 were validated under the four chilling treatments using qRT-PCR. tasiARF-2 and D8+ were down-regulated under the CCA vs NC condition (Figure 5C), indicating that special function of the ta-siRNAs might take part when Cassava was transferred from 14°C to 4°C.

The targets of differentially expressed miRNAs and siRNAs are of special interest, particularly those that have expression patterns that are anti-correlated with that of their regulatory, differentially expressed siRNAs because such relationships provide information of siRNAs’ potential regulatory function. A total of 21 putative targets were recognized to have expression patterns that are anti-correlated with that of differentially expressed targeting siRNAs in the six comparisons considered (Additional file 1: Figure S11). Among the anti-correlated pairs of siRNAs and their targets, many were related to genes involved in chilling-stress and chilling-acclimated response. For example, siRNAs derived from the auxin signaling F-box 3 gene (*AFB3*, 004514 m) was down-regulated in the CA condition with respect to NC and the host gene*AFB3* was also down-regulated in CA vs. NC conditions, as determined by RNA-seq signals. It has been reported that F-Box protein-encoding genes respond to chilling stress in rice [37], leading to changes in gene expression. More importantly, siRNAs from *AFB3* were found to target an amino acid permease gene (005642 m) that was highly up-regulated (>25 fold) in the CA vs NC condition based on RNA-seq profiling. The amino acid permease gene, which functions in amino acid translocation, has been found to be up-regulated in leaves of *Citrus unshiu* when it is fully acclimated after exposure to the chilling. The up-regulated level of the amino acid permease in *C. unshiu* indicates that active transport and metabolism of amino acids are necessary under low temperature conditions, and the roles of the protein has been found to be related to chilling acclimation [38].

While cis-nat-siRNAs from one strand are expected to regulate the gene on the antisense strand of a NAT pair, the differential expression of cis-nat-siRNAs may lead to the anti-correlated expression of their targets [20, 23, 25]. Two of the seven cis-nat-siRNAs were differentially expressed with at least 2-fold changes in at least one of the six comparisons that we considered (Additional file 2: Table S12C). One of these cis-NATs was a gene (013132 m) that was annotated as a NAC domain transcriptional regulator superfamily protein. NAC proteins have been implicated to participate in a wide range of plant developmental processes. Numerous NAC domain proteins have also been implicated in plant abiotic stress responses such as drought and chilling shock response [39].

## Discussion

Plant miRNAs are associated with a variety of biological processes including development and stress responses [4]. Cold inducible miRNAs have been recently studied in variety of plant model species including *A. thaliana*, *O. sativa* (rice) and *T. aestivum* (wheat) [40–43]. The results obtained so far showed that miRNAs play important roles in regulating gene expression in response to chilling stress. The results from the current deep-sequencing based study of two Euphorbia’s species further supported the roles of miRNA in gene regulation upon chilling stress. Not only miRNAs but also tasiARFs were found to be differentially expressed in chilling-stressed condition, indicating a perturbed small RNA system that is potentially associated with the widely altered transcriptome. As a caveat, additional experiments were required to confirm the results from the RNA-seq data.

### Identification of miRNAs and siRNAs in Cassava and castor bean

In addition to an initial set of Cassava miRNAs we identified [30], a substantial number of miRNAs has been reported recently, based on deep-sequencing based profiling or computational prediction [31–33]. Nevertheless, we were able to identify 22 novel miRNAs in Cassava in the current study. Importantly, three novel miRNAs were highly expressed (Table 1A), indicating their important function in Cassava. Furthermore, we used qRT-PCR to validate 4 of the miRNAs that were computationally predicted in previous studies [31] (Additional file 2: Table S4B). We also examined the rest of the candidate miRNAs reported in [31]; however, only a few passed our miRNA identification criteria (see Methods). We thus expect the total number of miRNAs in Cassava to be close to what we report here, whereas the previous study has inflated the number of miRNAs in Cassava.

Here, we identified three TAS3 paralogs in both Cassava and castor bean genomes. While TAS3a is indicated in [13], TAS3b and TAS3c were newly identified in the two genomes in the current study. TAS3c encodes different tasi-ARF siRNAs from TAS3a and TAS3b, and is well conserved in Cassava and castor bean (Figure 2). A careful examination of ta-siRNAs and cis-NATs reported in the previous study [44] showed that the candidates satisfy neither of the two criteria: 1) the enrichment of 21-nt reads within a candidate locus; 2) unique mapping to the candidate locus.

### Differentially expressed sncRNA and auxin response under chilling stress

A recurring theme from our sncRNA profiling and analysis was the set of auxin response genes. For example, miR167 and miR393 were reported to be dysregulated in Cassava of the current study and *A. thaliana* and wheat [40, 42, 43]. More importantly, miR167 has been reported to target auxin response factors, important transcription factors that regulate auxin response genes. Besides, dysregulated miR393 targets auxin signaling F-box, an important auxin receptor gene in the auxin signaling pathway. miR396 has been reported to target growth regulating factors (GRF), known transcription factors that regulate cell proliferation in *Arabidopsis* leaves [45]. Moreover, In *A. thaliana*, miR165 and miR166 have been implicated in regulating a set of targets involved in stress which have enriched functions of vascular development and growth [40, 41]. The common theme of these chilling-responsive miRNAs is the regulation of auxin response and growth regulating genes, which are central players of many important aspects of plant growth and development as well as response to environmental stresses [46–49].

For ta-siRNAs, tasiARFs are well known to target auxin response factors in a wide variety of plant species. tasiARFs are derived from well-conserved TAS3 genes targeted by miR390 in plants. As expected, three TAS3 loci and the targeting miRNA, i.e., miR390, were found to be conserved in Cassava and castor bean. Not only did miRNAs target Auxin response factors, e.g., miR167 targeted ARF8, but secondary tasi-ARFs originating from the three TAS3 genes targeted auxin response factors as well, e.g., tasiARF1 and tasiARF3 targeted ARF3 (002399 m) (Figure 4). We showed that tasiARF1 also targeted auxin response factor 4 (001979 m). Overall, most validated target genes of siRNAs were related to receptors of Auxin signaling, transcription factors and down-stream receptor of Auxin related genes (Table 4). Besides, miR393-mediated auxin signaling F-box (AFB) genes in *Arabidopsis* and our current study on Cassava can further produce siRNAs, which potentially carry out a self regulation on AFB genes [16]. Taken together, both dysregulated miRNAs and siRNAs triggered by miRNAs regulate auxin-related genes, reflecting the robustness and plasticity of small RNA-mediated gene expression regulation.

Auxin is intimately involved in differential growth and bending. For example, root gravitropic curvature is driven by an asymmetric distribution of auxin response pathway [50]. Under a biotic stress, repressing of auxin signaling by miR393 has been shown to contribute to antibacterial resistance to P. syringae in *Arabidopsis* [51]. Under an abitoic stress, it has been shown that chilling stress affects the polar transport of auxin by selective inhibition of intracellular trafficking of auxin efflux carriers [50]. The abnormal auxin among cell, shoot or root and other developmental organs might result in the abnormal development during chilling stress, such as growth retardation, reproduction attenuation and a lack of common survival symptoms observed during chilling attack. Regulation of various factors by miRNAs in the auxin signaling pathway may indicate a conserved role of miRNAs in response to abiotic and biotic stress.

### Cold-responsive miRNAs regulate other important cellular processes in response to chilling stress

In the companion publication [29], we identified a large number of anti-correlated pairs of differentially expressed miRNAs and DE mRNAs. The transcriptome analysis has shown that perturbations of small RNAs as well as variations of transcriptome were most prominent in the CS condition. miRNA-mediated targets were enriched in biosynthetic process, cellular protein modification process, response to stress and metabolic process, consistent with the results from another recent study of Cassava chilling-stressed transcriptome [52]. Particularly, multiple genes in the same enriched processes were regulated by miRNAs under multiple stress conditions. For example, 5 genes (005409 m, 006360 m, 006048 m, 005437 m and 005421 m) targeted by miR399 function in the same biosynthetic process in CA vs. NC. One gene (012052 m) was involved in oxidation-reduction process and 3 genes (033858 m, 014142 m and 000730 m) in metabolic process under CCA vs. NC, which were potentially targeted by miR396a/b/c/d (Additional file 2). Surprisingly, one translation-related gene (018488 m) regulated by miR172 was differentially expressed in four comparisons: CA vs. NC, CS vs. NC, CCA vs. CA and CS vs. CCA. The regulatory roles of miR172 in CA and CS, but not in NC and CCA, may indicate that chilling-acclimated Cassava may reduce energy expense during chilling acclimation and depend on reserved nutrients to combat the adverse effects of chilling stress. In short, miRNAs are indispensable regulating factors for low temperature adaptation in Cassava.

### Secondary siRNAs from disease-related genes

The current study indicated that the majority of secondary siRNA-generating genomic loci correspond to conserved protein-coding genes in Cassava and castor bean. Recent studies have also revealed that a large number of secondary siRNAs, arranged in phasing as ta-siRNAs, arise from disease resistance NBS-LRR-encoding genes initiated by miRNA binding. In this scenario, several master miRNAs regulate a large number of genes in the NBS-LRR gene family. For example, miR1507, miR2118 and miR2109 in *Medicago* target more than 100 NB-LRR-encoding genes to subsequently produce ample siRNAs [18, 19]. Such a siRNA-yielding phenomenon has also been observed in *A. thaliana* and *S. lycopersicum* (tomato) [53–56]. Moreover, different plant species utilize different miRNAs to target genes in the same classes (e.g., NBS-LRR class) for siRNA production. For example, sly-miR482 and sly-miR2118 in tomato and ath-miR472 and ath-miR825 in *Arabidopsis* all target a large number of NBS-LRR genes.

In addition, Cassava miR162 targeted Dicer-like 1 protein and initiated a small amount of siRNAs, which is consistent with the observation in *Arabidopsis* [57]. Remarkably, a large number of miRNA-medicated siRNA-generating loci belong to the coding regions of genes of immune and stress response functions, particularly those disease resistant genes containing the NB-ARC domain. Taken together, a broadly conserved mechanism exists between miRNAs and their target genes in plants; moreover, secondary siRNAs that are derived from the target genes can accumulate to a prominent level, indicating their important function in plants

### Natural-antisense siRNAs

Endo-siRNAs derived from cis-NATs have been widely reported in animal and plants. In *Arabidopsis*, nat-siRNAs from the SRO5 and P5CDH gene pair is induced by salt stress [20]. P5CDH is known as a stress-related gene while the function of SRO5 remains unknown [20]. Other nat-siRNAs from ATGB2 and PPR only accumulates in response to a bacterial pathogen infection. In *Arabidopsis* and rice [22], genome-wide analysis of nat-siRNAs further suggested that the accumulation of many nat-siRNAs is condition-specific [25–27]. Therefore, chilling acclimation and chilling shock were anticipated to induce nat-siRNAs to negate the damage caused by the stress. In the current study, we identified several candidate cis-NAT-siRNA loci which yield a few number of small RNA reads only within the overlapping regions. One of the cis-nat-siRNAs was further found to be differentially expressed under chilling stress compared to the normal condition.

## Conclusion

Our study provided the first results on gene regulation by sncRNAs in chilling acclimation of Euphorbiaceous plants. We identified 83 (61 and 22) novel miRNAs as well as 78 (57 and 21) putative secondary siRNA-yielding and 8 (7 and 1) nat-siRNA-yielding candidate loci in Cassava and castor bean, respectively. We showed above three sncRNA species and mRNA genes in Euphorbiaceous plants experienced dramatic change, especially Auxin response genes, after severe and moderate chilling stresses. This work laid a foundation to elucidate further function of those sncRNA-mediated pathways during chilling stress and acclimation in Cassava.

## Methods

### Plant materials and stress treatments

Stem segments with three nodes of Cassava (*Manihot esculenta* Crantz) cultivar, were cut from 8-month-old plants, and inclined in 3-L pots filled with barren red soil: vermiculite (1:1, v/v), fertilized with Hoagland’s solution [58], to propagate and generate well-balanced seedlings. The solution was renewed with 300 ml quarter-strength solution once a week. After 2 months of planting, the uniform seedlings were subjected to chilling stress treatment. All plants were field grown at the Institute of Tropical Bioscience and Biotechnology (ITBB), Chinese Academy of Tropical Agricultural Sciences (CATAS), Haikou, during April and June of natural conditions (11 h light, 13 h dark and 25°C during the day and 18°C at night).

Two Cassava cultivars (SC124 and C4) were transferred to normal 24°C illumination incubator (SANYO, Japan) for 2 days to set a homogenization starting point, and then subjected to three types of chilling treatment. 1) Gradual *chilling acclimation* (CA in Figure 1): Temperature was decreased from 24°C to 14°C with the rate of -2°C/h to induce mild chilling stress. Temperature was then held constant at 14°C for five days to accommodate chilling acclimation. RNA was collected at 6 h, 24 h and 5d after the temperature reaching14°C. 2) *Cold* stress after *chilling acclimation* (CCA): After 5 days of chilling acclimation and growth under 14°C, plants were watered once with Hoagland’s solution, transferred further to 4°C by -2°C/h gradient cooling, and cultivated at constant 4°C for another 5d. 3) *Cold shock* (CS): Plants grown under 24°C were subjected to dramatic temperature decline to 4°C with a rate of -4°C/h to make sure the temperature reached 4°C at the same time as the CCA treatment. In these two latter treatments, RNA was collected at 6 h, 24 h and 5d after temperature reaching 4°C. In parallel, plants grown under the *normal condition* (NC) of 24°C were watered once with Hoagland’s solution every 5 days, and RNA was collected at 0d, 5d and 10d. At the same time, the NC and CCA treatments of castor bean (cultivar Hela) were carried out as for Cassava. The mixture samples of SC124 (details are given below) were subjected to small-RNA and mRNA expression profiling by NextGen deep sequencing.

### RNA isolation, RNA library preparation and NextGen deep sequencing

Three organs/tissues (folded leaf, fully expanded leaf and roots) from three different Cassava cultivar SC124 plants harvested at 6 h, 24 h and 5d for three chilling treatments of CA, CCA and CS, for profiling genes at the stages of initial response, secondary response, and functional adaption to chilling stresses. Total RNA of each sample was isolated individually, and then pooled with an equal amount from each sample into one for profiling. As a result, four mRNA libraries and four small-RNA libraries, corresponding to the conditions of CA, CCA, CS and NC, were constructed. Similarly, two castor bean small-RNA libraries for the CCA and NC conditions were prepared.

The six small-RNA libraries (four Cassava samples from the NC, CA, CCA and CS conditions plus two castor bean samples from the NC and CCA conditions) were subjected to small-RNA deep sequencing using Illumina GAII. Briefly, total RNA was isolated using RNAplant Reagent kit (TIANGEN, Beijing, China). Small RNAs were enriched by poly-ethylene glycol precipitation, separated on 15% denaturing PAGE, and visualized by SYBR-gold staining. Small RNAs of 16- to 28-nt were gel-purified. Purified small RNAs were ligated to a 5′adaptor and a 3′adaptor sequentially, reverse transcription amplified, and sequenced.

The four mRNA libraries were sequenced by RNA-seq by Solexa GAII following Illumina RNA-seq protocol. Briefly, total RNAs were isolated, purified and reverse transcribed, the resulting cDNA products were subsequently digested with NlaIII and the 3′-cDNA fragments captured with the oligo(dT) beads, and then ligated to the Illumina GEX NlaIII Adapter 1. The junction of Illumina adapter 1 and CATG site contained the recognition site of MmeI, which cut 17-nt downstream of the recognition site (CATG) to produce tags. After removing 3′ fragments with magnetic beads precipitation and MmeI digestion, an Illumina GEX adapter 2 was introduced at the end of tags. The resulting adapter-ligated cDNA tags were subjected to 15 cycles of linear PCR amplified, purified and sequenced with the method of sequencing by synthesis (SBS) using the Illumina Genome Analyzer.

### Preprocessing of small RNA sequencing data

Raw sequence reads that contained no 3′ sequencing adaptor, were of low quality, or were shorter than 17-nt were discarded. The adaptor trimming was done by an in-house method that recursively searches for the longest substring of the adaptor appearing within a sequence read. If a raw sequence read did not have a substring of the adaptor longer than 6-nt, it was considered to have no adaptor. The adaptor-trimmed sequences with no ambiguous reads, which were referred to as qualified reads, were then mapped to the Cassava genome using Bowtie [59].

### Identification of novel miRNAs

Methods for novel miRNA identification were described in our previous papers on miRNAs in other plant species [60, 61]. Here, we briefly discuss the key steps. First, qualified reads in all libraries that mapped to known Cassava (or castor bean) miRNAs (miRBase release 20) were excluded from the identification of novel miRNAs, but were used for re-annotation of known miRNAs. We then mapped the remaining reads to the Cassava genome (or castor bean genome) using Bowtie [59] and merged neighboring loci if they shared overlapping reads. The (merged) loci were extended 300-nt on both ends, and a series of segments of 250-nt were extracted in a sliding window fashion starting from the 5′-end. We then examined the folding structures of the segments using RNA-fold [62]. Candidate miRNAs were chosen based on four key criteria including presence of more than 10 reads, hairpin structures, appearance of miRNA* sequences and RNA-RNA duplex structures with ~2-nt 3′ overhangs.

### Identification of secondary siRNAs

We searched for clusters with 21-nt reads enriched in genomic and cDNA sequences as secondary siRNA-yielding candidates. Specifically, qualified reads from all small-RNA libraries that were aligned to miRNA loci were removed first. The remaining reads were then aligned to genomic and cDNA sequences with Bowtie (version 0.12.7) [59] allowing no mismatches. Genome-aligned reads were clustered within a window size of 50 base pairs to form a putative candidate region. Two stringent criteria were applied to those candidate transcripts and regions with mapped reads. First, candidates with less than 10 mapped reads were removed to ensure a sufficient level of expression. Second, the majority (over 70%) of the mapped reads within a candidate transcript were ensured to be 21-nt long. The two criteria aimed to filter out false positive candidates due to random RNA degradation or other types of endogenous small RNAs that do not possess the characteristic of 21-nt enrichment. These criteria were previously adopted in rice and *Arabidopsis* [16, 63].

We then used TargetFinder [64] to identify putative binding sites of a miRNA on mRNA transcripts. A pair of predicted binding sites on a transcript define a region that serves as a template for synthesizing a dsRNA for siRNA production [8–11]. Candidate siRNA-yielding transcripts were extracted with a flanking extension of 100-nt. Every known and novel miRNA was subject to this analysis. We only considered binding sites with a score from TargetFinder of no less than 4 (see [64] for detail of the scoring metric).

### Identification of cis-NAT pairs and cis-nat-siRNAs

We searched for anti-sense pairs of transcripts (aka, cis-NATs) in the Cassava genome [36] and the castor bean genome [65] which overlapped at least 25-nt at the same genomic loci. cis-NATs were further categorized into three groups: convergent (3′-3′ overlap), divergent (5′-5′ overlap), and enclosed where one transcript was entirely encompassed by the other [25]. We set three stringent criteria for identifying cis-NAT siRNAs, 1) the enrichment of 21-nt reads within a candidate locus; 2) presence of reads uniquely mapped to the candidate locus, and 3) more than 10 reads from the locus. The criteria removed false positive that may be degradation products.

### Identification of differentially expressed sncRNAs

Reads that aligned perfectly to the candidate sncRNA-yielding transcripts were used to compute the digital expression levels of the sncRNAs. Reads mapped to multiple genomic loci were attributed to all derivative small RNAs. Read counts in each sample were normalized to adjust for sample variations. Let *T* be the number of qualified reads that aligned to the genome and cDNA sequences in that sample and *C* the average value of *T* of all samples. The normalized number of reads for each sncRNA in each sample is (*N*_*smRNA*_ * *C*/*T*), where *N*_*smRNA*_ is the number of raw sequencing reads of the sncRNA. Differentially expressed miRNAs were those that had at least 1.5-fold change across two conditions compared.

### Identification of siRNA targets

Every siRNA with more than 10 sequencing reads was subject to target prediction against cDNA sequences. The reverse complementary sequence of a siRNA was mapped to the cDNA sequences using Bowtie; those sites with no more than three mismatches were considered as putative targets of the siRNA.

### Identification of differentially expressed mRNA genes

Sequencing reads from RNA-seq were aligned to the cDNA sequences of Cassava or castor bean using Bowtie (version 0.12.7) allowing no more than one mismatch. The number of mapped reads on each transcript was recorded as a raw read count. A gene was considered as expressed if it has at least 10 CPM (Count Per Million) mapped reads. The genes that had a CPM less than 10 were considered as not expressed. We then normalized the raw read counts of expressed genes using the upper-quartile normalization method. Given two conditions to be compared, a gene was considered to be differentially expressed if either one of the following criteria was satisfied: (1) its normalized count changed at least 4 folds, or (2) the gene was not expressed under one condition but was expressed with more than 40 CPM in the other condition.

### Identification of pairs of anti-correlated sncRNAs and targets

A pair of a sncRNA (a miRNA, secondary siRNA or cis-nat-siRNA) and its target was considered as anti-correlated if the sncRNA was up- or down-regulated and the target was, respectively, down- or up-regulated in the two conditions compared. To filter out possible false positive anti-correlated sncRNA and target pairs we chose targets whose expression changed by at least 2 fold.

### Experimental validation and analysis of sncRNA

The RNAplant Reagent kit (TIANGEN, Beijing, China) was used for total RNA isolation. The quantity and quality of extracted total RNAs was detected by 1% agarose gel electrophoresis and spectrophotometer. This same total RNA sample was used in small RNA and mRNA differential expression assays. A multiplexed RT method was applied to assess the differential expression of selected differential miRNAs. The total RNAs were first-strand cDNA synthesized with pool of miRNA-specific RT primers. These RT primers contain unique tag sequences at the 5′-ends and 7- to 10-nt complementary nucleotides with 3′ ends of specific miRNAs. Real-time PCR was then performed with the cDNA templates generated from the multiplexed RT reaction. The PCR reverse primer specifically anneals to the 5′-end of the cDNA templates, and the PCR forward primer specifically anneals to the tag sequence used in the RT primer. The forward and reverse primers were designed following the strategy by [66], which was developed to amplify mature miRNAs. The amplicons included 21- to 25-nt miRNA specific primers and 30-nt adaptors designed for the common reverse primer template, resulting in ~55-nt target length. The sequences of PCR primers are listed in Additional file 2: Table S13.

Three organs/tissues (folded leaf, fully expanded leaf and roots) from three different Cassava cultivar SC124 plants harvested at 6 h, 24 h and 5d for control and three chilling treatments of CA, CCA and CS, as profiling samples. miRNAs and U6 as the reference gene for each sample were amplified in parallel for 3 replicates. The values of the threshold cycle (CT) were calculated using Rotor-Gene 6000 series software 1.7 (Corbett Robotics, Australia). CT values were converted to relative expression by the ΔΔCT method with the following formula: The relative concentration was 2^–ΔΔCT^, where ΔΔCT = (ΔCTsample –ΔCTcontrol), ΔCT = CT(miRNA)-CT (U6) in each sample. If the CT value was greater than that of one with no template control (NTC), the miRNA was considered not expressed.

### Experimental miRNA target validation

RNA ligase-mediated rapid amplification of 5′cDNA ends (RLM-RACE) GeneRacer Kit (Invitrogen, USA) was used to validate miRNA-guided mRNA cleavage, which differed with traditional 5′RACE of full-length cDNA by omitting the 5′ phosphates of truncated mRNA removal and the 5′ cap structure of full-length mRNA removal treatments. Briefly, total RNA was extracted with RNAplant regent (TIANGEN, DP407-01), and PolyA RNA was isolated using polyAtract mRNA isolation system III (Promega, USA) to eliminate contaminated non-mRNA. Ligation with a 5′ RNA adapter and a reverse transcription were performed then after. The resulting cDNA was used as a template for PCR amplification. Two ~100 bp-spaced gene-specific reverse primers (GSP1 and GSP2) for each target were designed based on the downstream sequence of the miRNA target binding site at the target gene sequence, and combined with two GeneRacer 5′ forward primers (included in GeneRacer kit) to specifically nest amplify the 3′ cleavage product of the target mRNA. The amplified PCR products were gel purified, cloned and sequenced (Sangon, China). Gene specific primers that we used are provided in Additional file 2: Table S14.

### Supporting data

The raw sequencing and processed data from this project have been deposited to the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE52178.

## Electronic supplementary material

Additional file 1: Figure S1: Sketch of chilling stress experiments for Cassava transcriptome and microRNAome profiling. **Figure S2.** Distributions of length and first nucleotide of sequencing reads in four Cassava small RNA libraries: normal control (NC), chilling acclimation (CA), chilling after chilling acclimation (CCA) and chilling shock (CS). **Figure S3.** Distributions of length and first nucleotide of sequencing reads in two castor bean mall RNA libraries: normal control (NC) and chilling after chilling acclimation (CCA). **Figure S4.** miR390-triggered siRNAs from *TAS3b* in Cassava. **Figure S5.** miR390-triggered siRNAs from *TAS3b* in castor bean. The figures should be read as Figure S5. **Figure S6.** miR390-triggered siRNAs from *TAS3c* in castor bean. The figures should be read as Figure S5. **Figure S7.** Alignment of tasiARF sequences derived from the three TAS3 genes, *TAS3a/b/c*, in Cassava and castor bean. **Figure S8.** Novel miRNA, report-31, triggered siRNAs from an unannotated transcript in Cassava. The figures should be read as Figure S5. **Figure S9.** Experimental validation of secondary siRNAs from TAS3c gene. Amplification curve, dissolution curve, and endpoint gel image of amplicon products of original miRNA and secondary siRNA. Solid arrow refers to the target band in gel. **Figure S10.** cis-NAT pair of Cassava4.1 013132 m and 020539 m were found conserved in Arabidopsis genome but missed in castor bean genome. **Figure S11.** Regulatory networks showing the relationship between DE siRNAs and their anti-correlated target mRNAs. The diamonds indicate siRNA and the circles indicate target mRNAs.

Additional file 2: Table S1: Statistics of raw sequence reads from four small-RNA libraries from Cassava (A, B and C) under chilling stress and normal condition. **Table S2.** Statistics of RNA-seq data (raw reads and reads mapped to the reference genome with zero mismatches), expressed mRNAs and differentially expressed mRNAs from the normal condition (NC) and three chilling stress conditions (CA, CCA and CS). **Table S3.** Statistics of raw sequence reads from two small-RNA libraries from castor bean under chilling stress and normal condition. **Table S4.** A total of 93 individual miRNAs from 22 families in Cassava were identified by an extended analysis of previously detected miRNAs in Cassava. **Table S5.** Re-annotation of known miRNAs in castor bean. **Table S6.** The experimental validation of known, novel, and some miRNA partners under four chilling treatments in Cassava. **Table S7.** Secondary siRNAs derived from Cassava genes initiated by miRNA targeting. **Table S8.** Secondary siRNAs derived from castor bean genes initiated by miRNA targeting. **Table S9.** Cis-NAT pair loci information in Cassava genome. **Table S10.** Cis-NAT pair loci information in castor bean genome. **Table S11.** RNA-seq signals for the pair of cis-NAT genes in the four conditions. **Table S12.** Differentially expressed sncRNAs in Cassava identified in small RNA sequencing libraries. **Table S13.** The sequences of qRT-PCR primers used in this study. **Table S14.** The two gene specific primers (GSP1 and GSP2) used in the detection of cleavage site of miRNA on it corresponding target genes by 5′RACE experiment.

Additional file 3: **Alignment of reads to novel Cassava miRNAs.**

Additional file 4: **Alignment of reads to novel castor bean miRNAs.**

Additional file 5: **Alignment of reads to known Cassava miRNAs.**

Additional file 6: **Alignment of reads to known castor bean miRNAs.**

# Supplementary material for: Endogenous small-noncoding RNAs and their roles in chilling response and stress acclimation in Cassava
**Source:** BMC Genomics. 2014 Jul 29;15(1):634. doi: 10.1186/1471-2164-15-634
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1: Sketch of chilling stress experiments for Cassava transcriptome and microRNAome profiling. Figure S2. Distributions of length and first nucleotide of sequencing reads in four Cassava small RNA libraries: normal control (NC), chilling acclimation (CA), chilling after chilling acclimation (CCA) and chilling shock (CS). Figure S3. Distributions of length and first nucleotide of sequencing reads in two castor bean mall RNA libraries: normal control (NC) and chilling after chilling acclimation (CCA). Figure S4. miR390-triggered siRNAs from TAS3b in Cassava. Figure S5. miR390-triggered siRNAs from TAS3b in castor bean. The figures should be read as Figure S5. Figure S6. miR390-triggered siRNAs from TAS3c in castor bean. The figures should be read as Figure S5. Figure S7. Alignment of tasiARF sequences derived from the three TAS3 genes, TAS3a/b/c, in Cassava and castor bean. Figure S8. Novel miRNA, report-31, triggered siRNAs from an unannotated transcript in Cassava. The figures should be read as Figure S5. Figure S9. Experimental validation of secondary siRNAs from TAS3c gene. Amplification curve, dissolution curve, and endpoint gel image of amplicon products of original miRNA and secondary siRNA. Solid arrow refers to the target band in gel. Figure S10. cis-NAT pair of Cassava4.1 013132 m and 020539 m were found conserved in Arabidopsis genome but missed in castor bean genome. Figure S11. Regulatory networks showing the relationship between DE siRNAs and their anti-correlated target mRNAs. The diamonds indicate siRNA and the circles indicate target mRNAs.

**Supplemental Figure S1**. Sketch of chilling stress experiments for cassava transcriptome and microRNAome profiling. Plants grown under the normal condition of 25°C (NC, top left panel) were subjected to a temperature decrease of -2°C/h until reaching 14°C and then cultivated for five days, to reach a state of *chilling acclimation* (CA, top right panel), before RNA was extracted for expression profiling. The chilling acclimated plants were transferred further from 14°C to 4°C by -2°C/h and cultivated for another 5 days, to reach the state of *chilling* stressed after *chilling acclimation* (CCA, low right panel). In contrast, plants gown under the normal condition were subjected to a dramatic temperature drop to 4°C with a gradient of -4°C/h, to reach the state of *chilling shock* (CS, lower left panel). Additional images on leaves are inserted to show the effect of chilling stress on the plants.

**
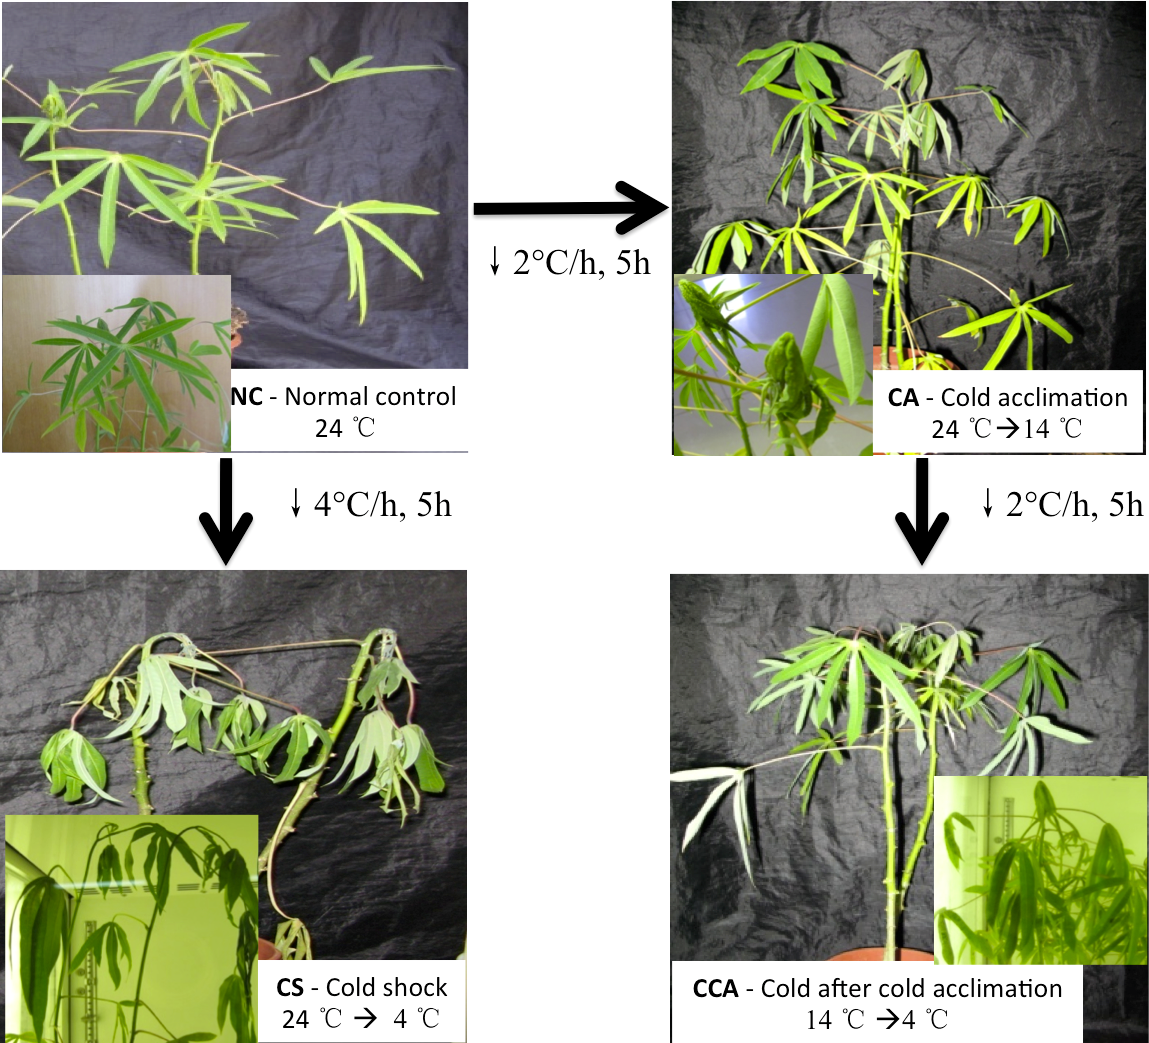
**

**Supplemental Figure S2.** Distributions of length and first nucleotide of sequencing reads in four cassava small RNA libraries: normal control (NC), chilling acclimation (CA), chilling after chilling acclimation (CCA) and chilling shock (CS).

(A) All qualified reads

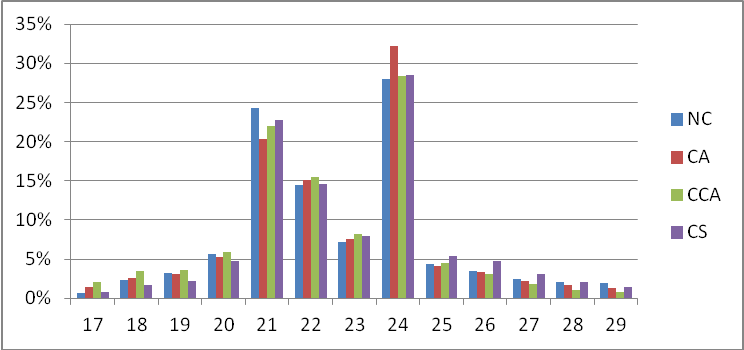

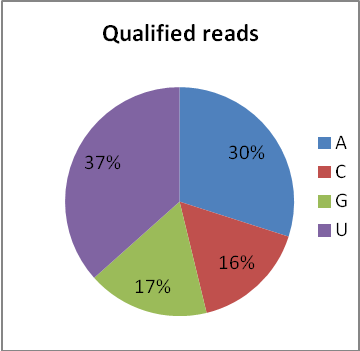

(B) Reads mappable to the genome with one mismatch

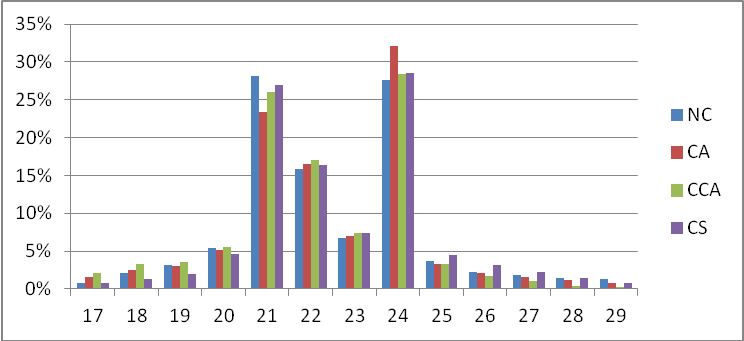

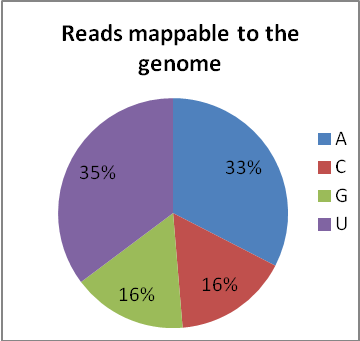

(C) Reads mapped to known miRNAs with one mismatch

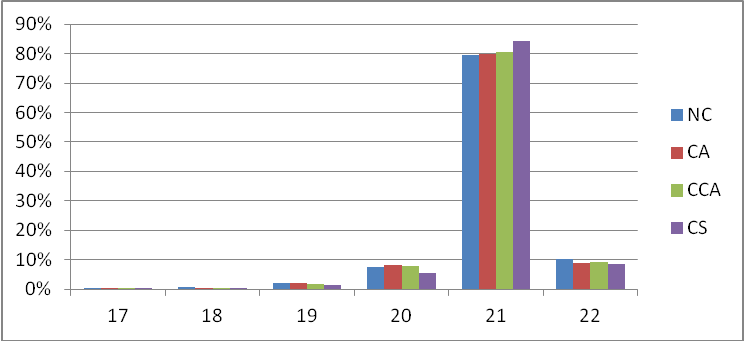

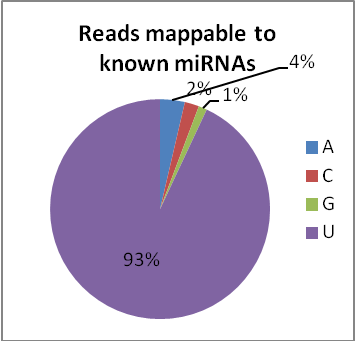

(D) Reads mapped to novel miRNAs with one mismatch

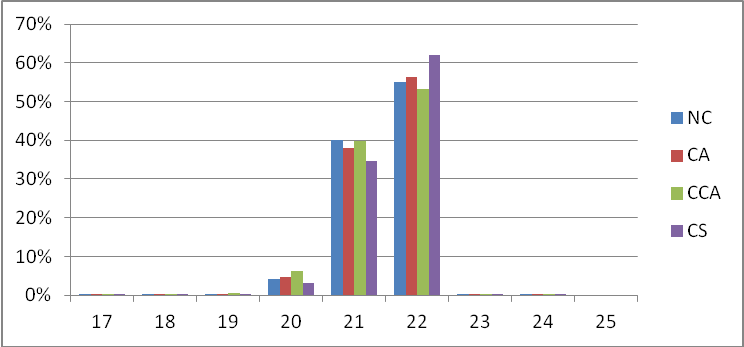

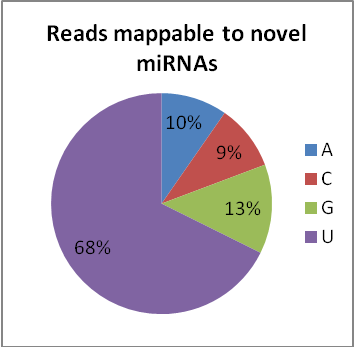

**Supplemental Figure S3.** Distributions of length and first nucleotide of sequencing reads in two castor bean mall RNA libraries: normal control (NC) and chilling after chilling acclimation (CCA).

(A) All qualified reads

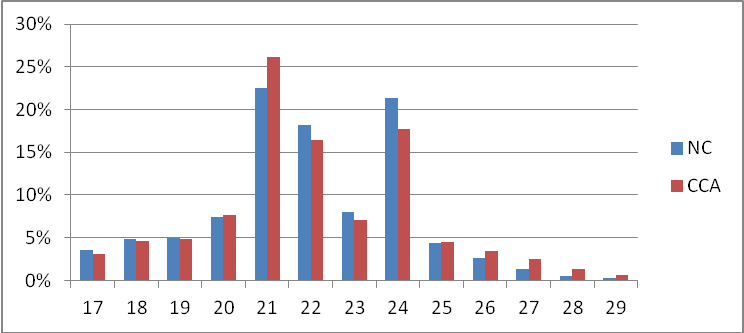

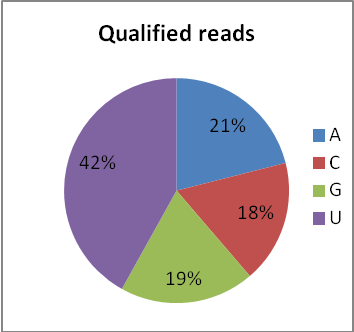

(B) Reads mappable to the genome with no mismatches

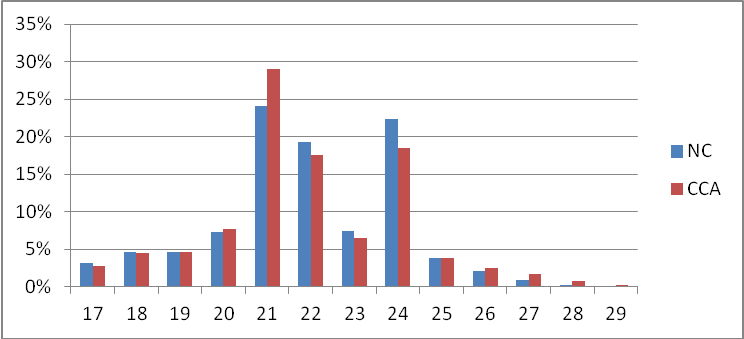

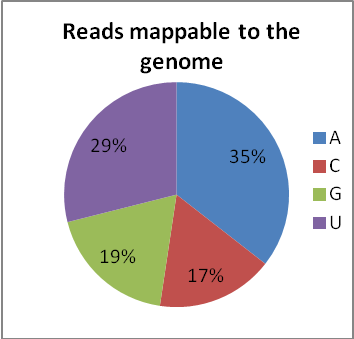

(C) Reads mapped to known miRNAs with no mismatches

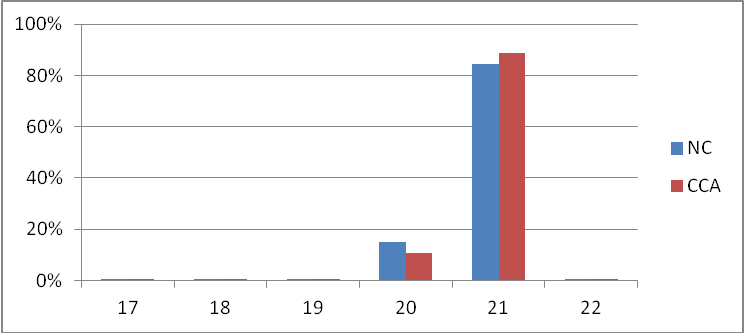

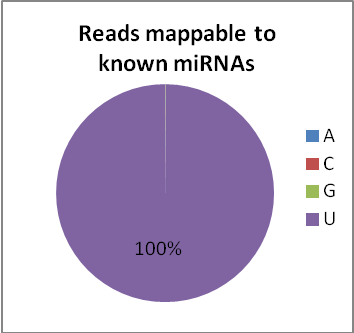

(D) Reads mapped to novel miRNAs with no mismatches

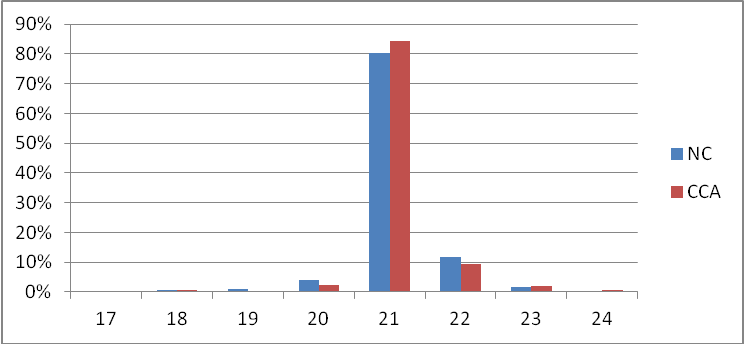

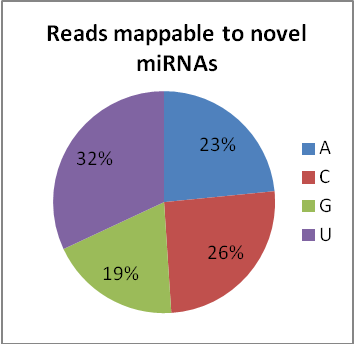

**Supplemental Figure S4**. miR390-triggered siRNAs from *TAS3b* in cassava. (**A**) Distribution of small-RNA reads. Plotted are the 5’ ends of the reads at each position along the sense (in blue) and antisense (in red) strands within the *TAS3b* region. The two arrows marked with miR390 indicate the cleavage sites of miR390 on *TAS3b*. (**B**) The distribution of the lengths of these small RNAs is shown in the right-top figure. (**C**) The radial graph in the right-bottom figure displays the percentage of small RNAs with 5’ ends aligned to one of the 21-phasing registers. The registers to which 5’ and 3’ miR390 cleavage sites are aligned are indicated by miR390 5’ or miR390 3’.

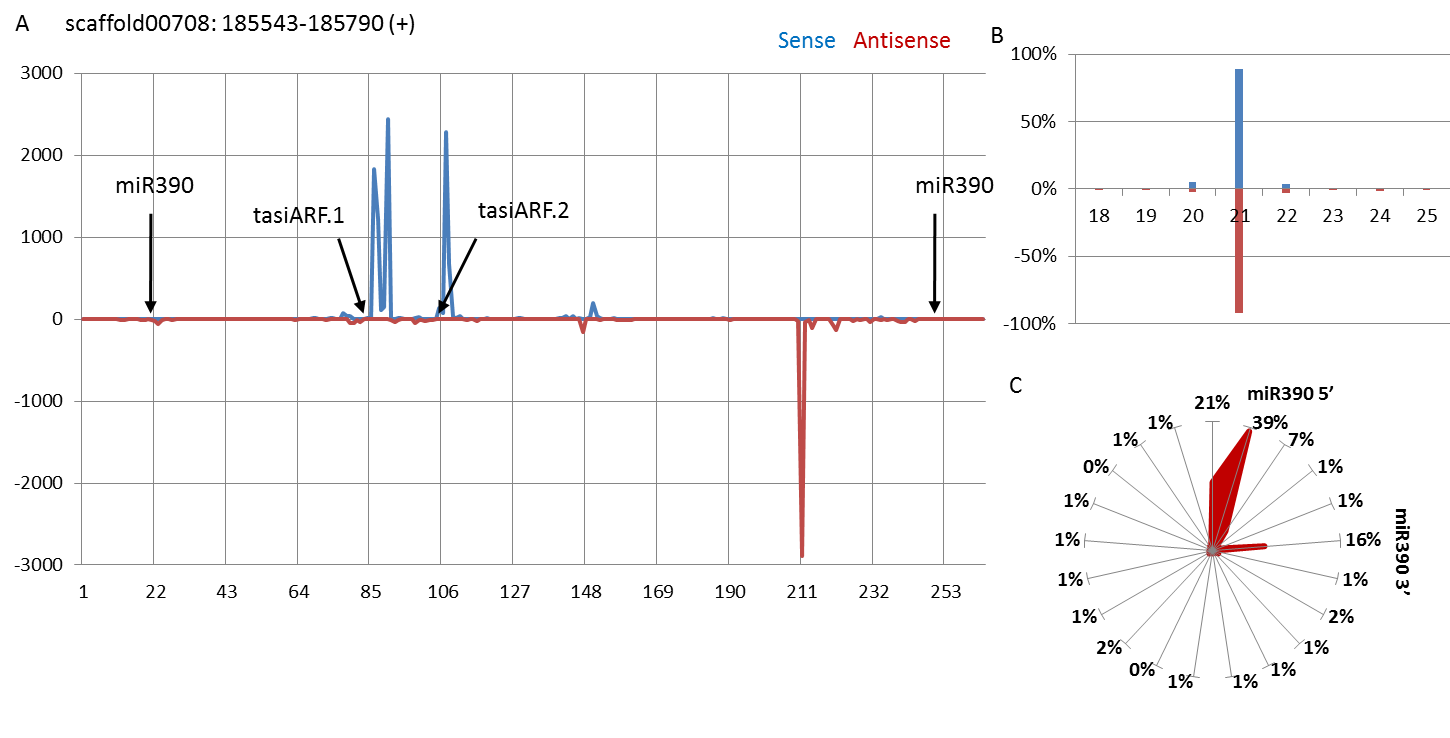

**Supplemental Figure S5**. miR390-triggered siRNAs from *TAS3b* in castor bean. The figures should be read as Figure S5.

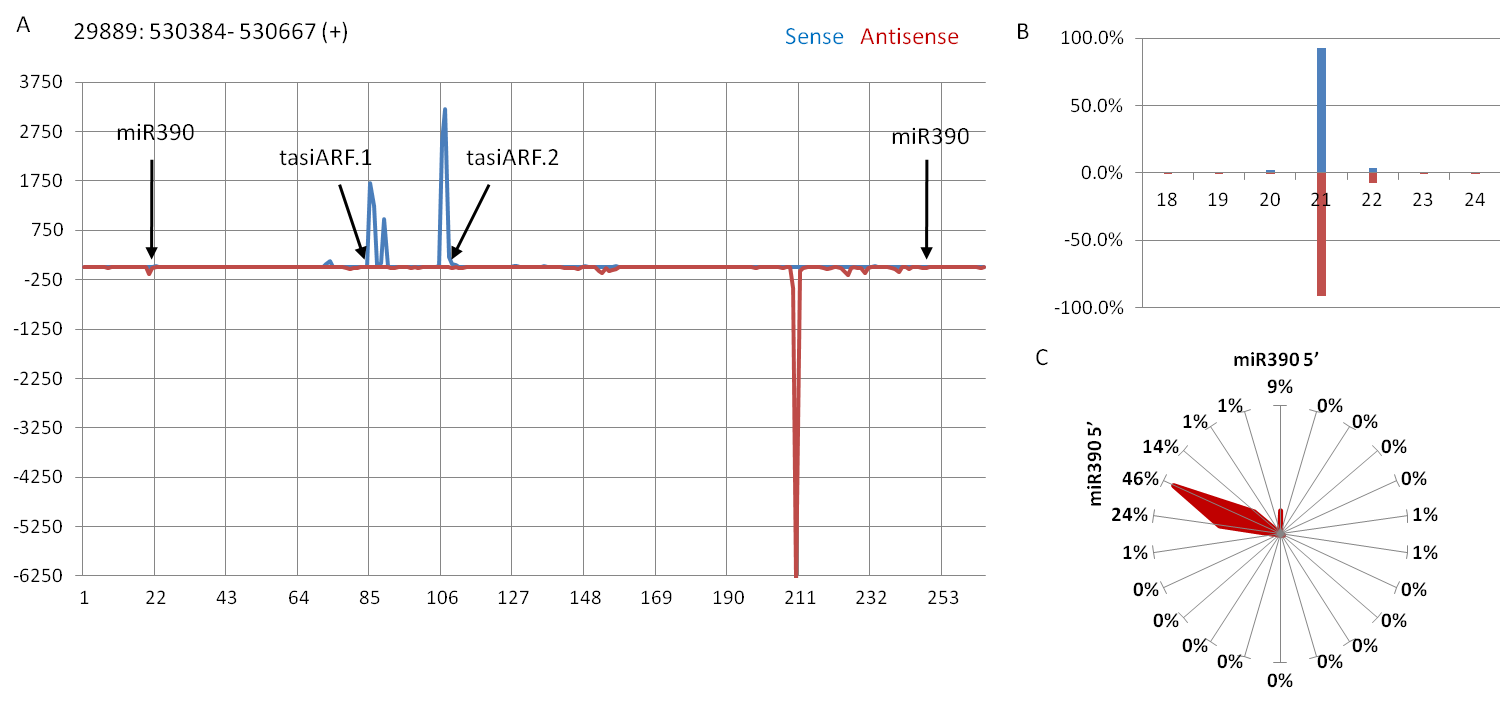

**Supplemental Figure S6**. miR390-triggered siRNAs from *TAS3c* in castor bean. The figures should be read as Figure S5.

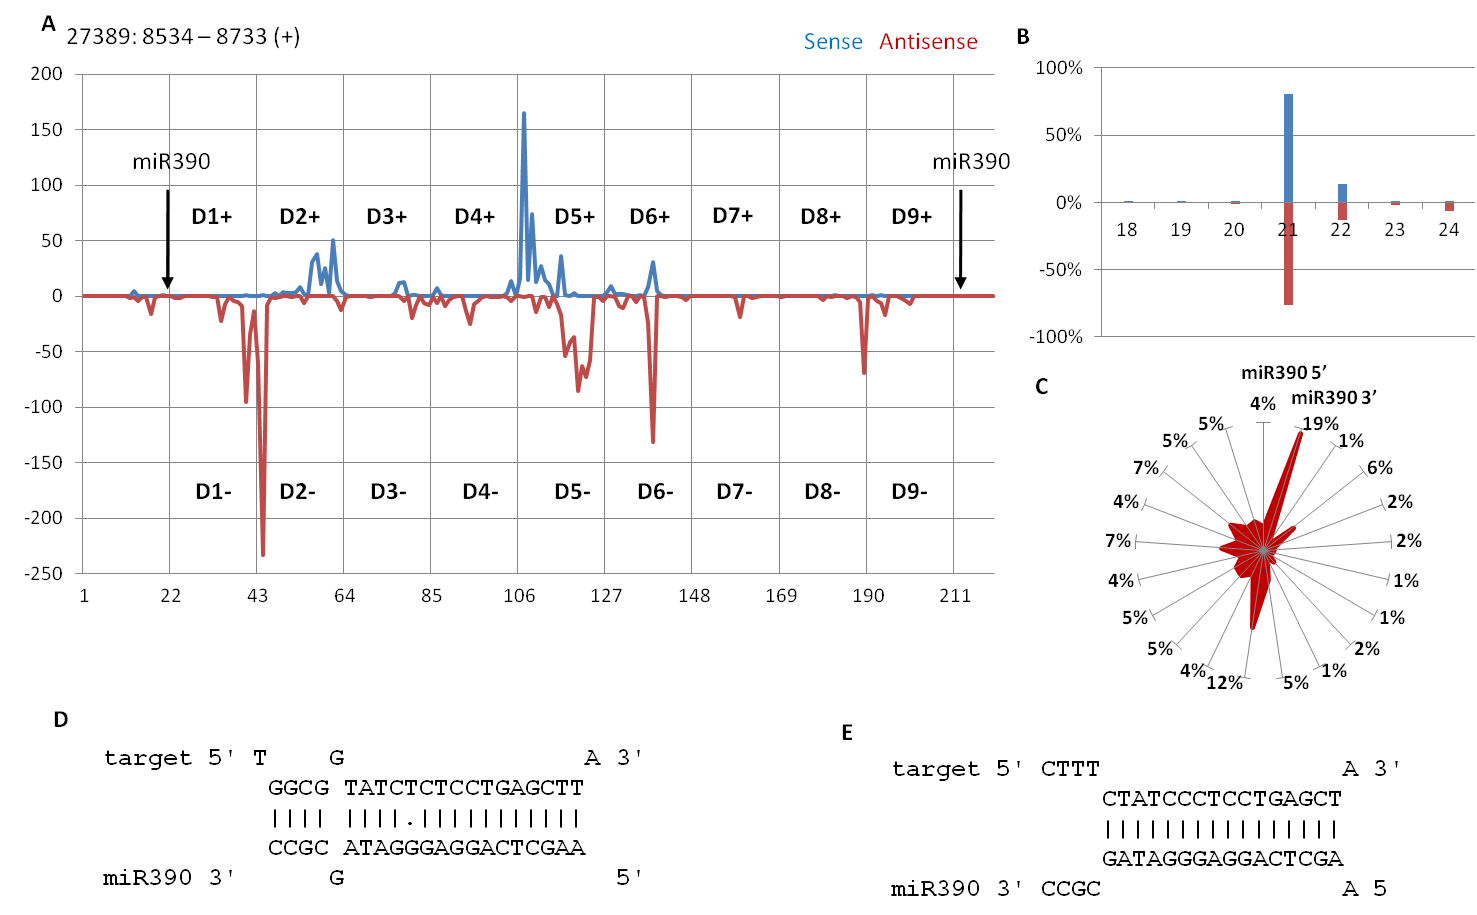

**Supplemental Figure S7**. Alignment of tasiARF sequences derived from the three TAS3 genes, *TAS3a/b/c*, in cassava and castor bean.

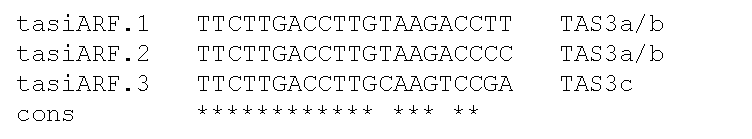

**Supplemental Figure S8**. A recently reported miRNA, reprot-31, triggered siRNAs from an unannotated transcript in cassava. The figures should be read as Figure S5.

**Supplemental Figure S9.** Experimental validation of secondary siRNAs from TAS3c gene. Amplification curve, dissolution curve, and endpoint gel image of amplicon products of original miRNA and secondary siRNA. Solid arrow refers to the target band in gel.

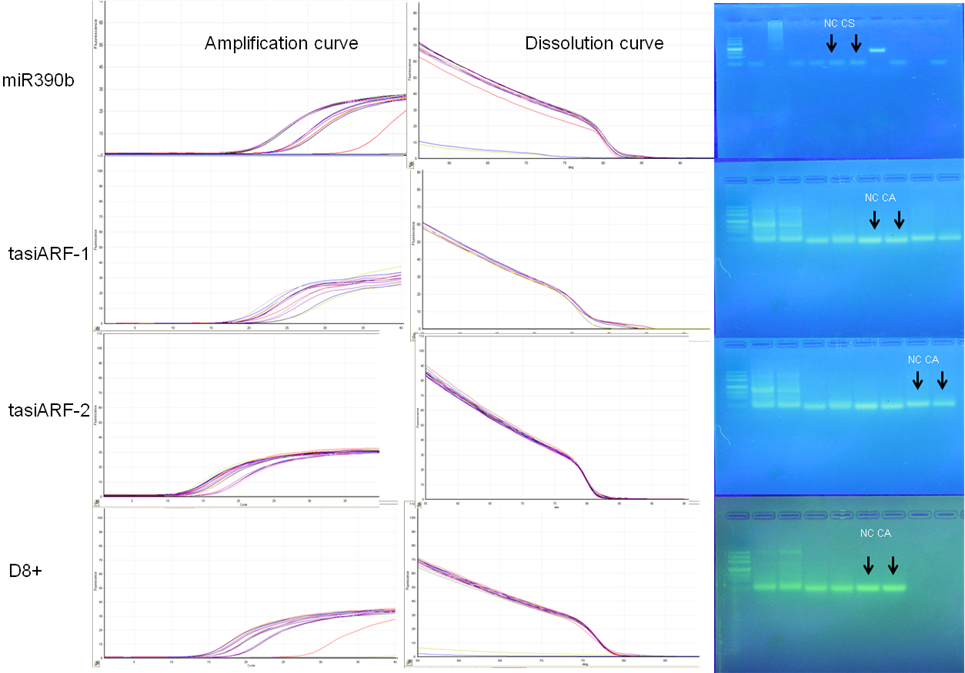

**Supplemental Figure S10**. cis-NAT pair of cassava4.1 013132m and 020539m were found conserved in Arabidopsis genome but missed in castor bean genome.

1. Conserved cis-NAT pair of AT1G01720/AT1G01725 in Arabidopsis genome. The red box shows the overlapping region of the two genes based on Expressed Sequence Tags (EST) sequences from Phytozome database.

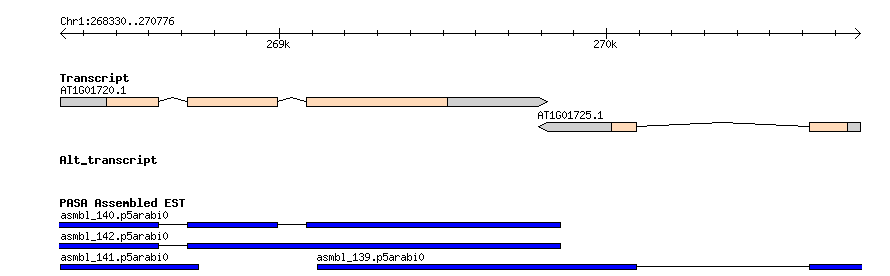

1. The cis-NAT pair was found not conserved in castor bean genome, while only one of the cis-NAT pair, 29648.t000099, is a gene homologous to cassava4.1_013132 in cassava and AT1G01720 in Arabidopsis, while the other gene was not found in castor bean genome.

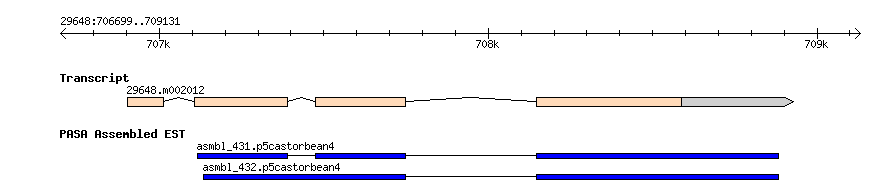

**Figure S11.** Regulatory networks showing the relationship between DE ta-siRNAs and their anti-correlated target mRNAs. The diamonds indicate ta-siiRNA and the circles indicate target mRNAs. An edge between a pair of miRNA and mRNA indicates their anti-correlation relationship three comparisons (**A**) CA vs. NC (**B**) CCA vs. NC (**C**) CS vs. NC.

**
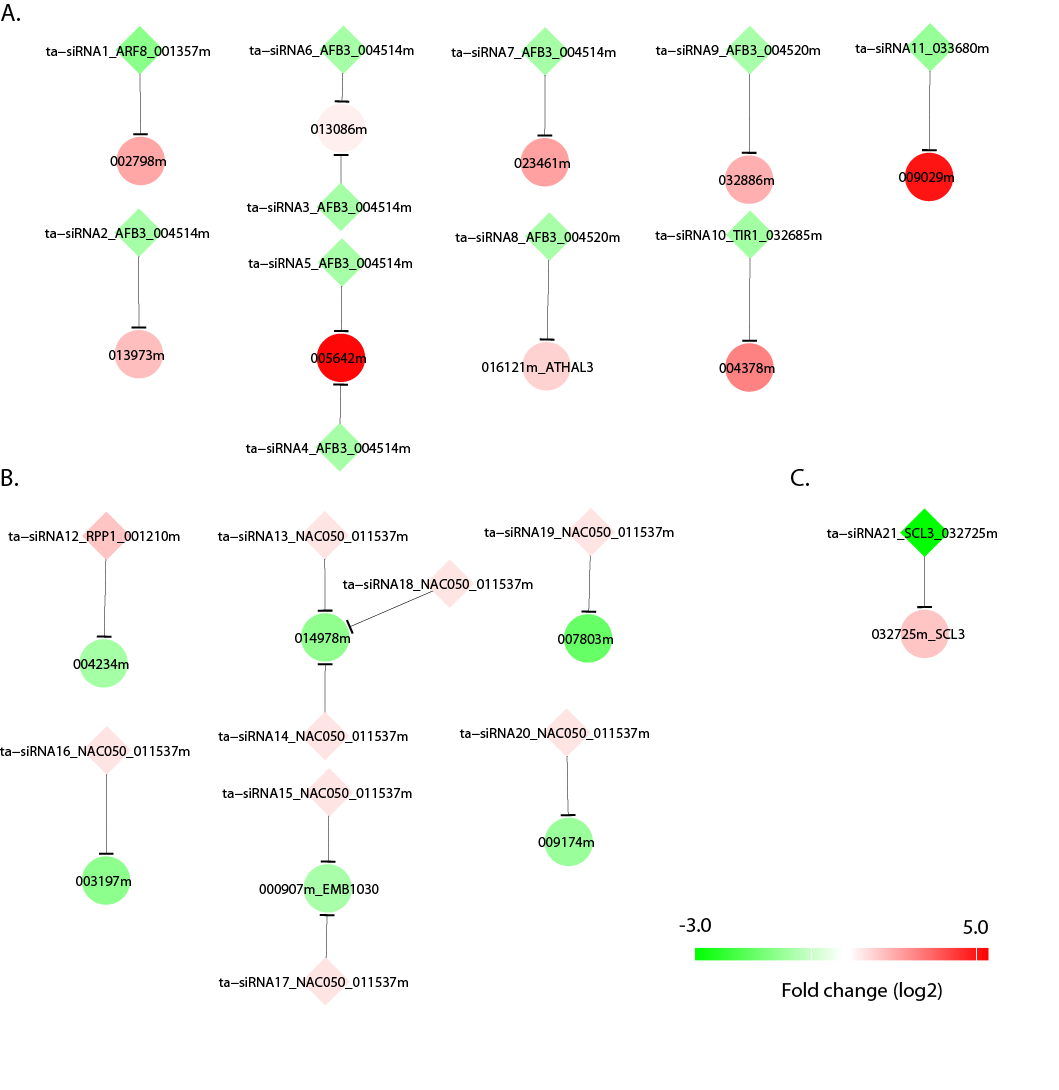
**

How the deposited data were processed for this re-analysis (not part of the article)

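The files analysed here hold 1 small-RNA library for each of 6 conditions, 4 of Cassava and 2 of castor bean. Each count in them is the number of reads of one distinct sequence, which the authors obtained by discarding reads of low quality, reads without the 3′ adaptor and reads shorter than 17 nt, trimming the adaptor with an in-house method and collapsing identical reads. The deposited sequences are 17 to 29 nt long, not aligned and not normalized. The conditions were assigned to the libraries from the sample descriptions alone. No condition has a replicate, so no model with a variance between samples was fitted.

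No reference genome was used. Reads were matched to the hairpins and mature sequences of Table 1 and the supplementary files, without mismatches and on the strand printed there. For the miRNAs of Table 1 the count is that of reads lying inside the mature sequence, and for known miRNAs that of reads lying inside the hairpin. The numbers of changed miRNAs, the hairpins with the largest changes and the comparison with qRT-PCR detection use hairpin reads for the miRNAs of Table 1 as well. The newly reported #31, of which only the mature sequence was available, entered the comparison with qRT-PCR by that sequence. A read that matched several hairpins was given to each. The paper's formula N × C / T was used for normalization, with T from Table S1B for Cassava (no mismatch) and from Table S3 for castor bean (1 mismatch, the only number given there), and with C as the mean of T. The use of mapped reads with 1 mismatch for castor bean departs from the choice made at the outset, which was without mismatches.

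A miRNA counted as expressed with at least 10 reads over the libraries of its species, 1 was added to normalized counts before ratios were taken, and a change was a ratio of at least 1.5. The paper's methods require more than 10 reads for a candidate miRNA. No minimum for counting a known miRNA as expressed and no pseudocount for the fold changes were found in the paper or its supplementary files. Fisher's exact test compared the count of a small RNA and the other mapped reads between 2 libraries. The Benjamini-Hochberg adjustment ran over 966 tests in Cassava (161 small RNAs in 6 comparisons) and 93 in castor bean. Such p-values cover read sampling only. Intervals for shares are 95% Wilson intervals, and permutation tests used 100000 resamples.

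The small RNAs named in the text are those the paper names in the sentence concerned, in Table 1, in Figure 2 or in Figure 5. For each comparison with NC they also include the 3 hairpins with the largest increase and the 3 with the largest decrease, among hairpins with at least 100 reads in the libraries of the species and an adjusted p under 0.05, with hairpins of identical reads taken once.

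For TAS3c, the sequences of both species were transcribed by eye from Figure 2C. They were checked and corrected against the reads after the files had arrived, except for the first 5 bases in Cassava and the first 11 in castor bean, which have no reads. Only 21-nt reads entered the registers. The leftmost base of a sense read, and that of an antisense read plus 2 nt, was taken modulo 21. The 2 main registers are those of the first base after miR390 cleavage at the 5′ and the 3′ site, and the 3 shifted registers lie 10 or 11 nt further.

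The alternatives tried were 1 mismatch, reads identical to the mature sequence, all hairpin reads, reads starting within 2 nt of the mature 5′ end, reads divided among hairpins, scaling by total reads, by T with 1 mismatch, by TMM or by DESeq2 size factors, a minimum of 1 or 50 reads, no pseudocount or one of 10, a threshold of 2-fold, an added Fisher's exact test, an edgeR exact test with an assumed biological coefficient of variation of 0.2, distinct sequences as the unit, registers within 1 nt, and each library alone. The classes of Table S4, #31 counted once per locus and reads of the opposite strand of MIR172c were added after seeing the data.

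Left out, because their sequences are not in the files analysed here or a genome would be needed, were the genome-mapped shares, TAS3a and TAS3b, the phased loci of resistance genes, the natural antisense transcripts, and the newly reported Cassava miRNAs other than #31 whose hairpins are missing. The qRT-PCR measurements have no files and were used only as detection classes and fold changes from the supplementary tables.

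The counting and the tests were tested on simulated data. All 40 planted hairpins were counted back, and all 799 planted reads with 1 mismatch were found. With Poisson noise and 200 of 2000 features changed 3-fold, 85.8% of the changed features were recovered in the Cassava design and 90.4% in the castor bean design, and 0.22% and 0.39% of the unchanged features passed Fisher's exact test after adjustment. With a biological coefficient of variation of 0.2 added, 50.4% and 50.2% of the unchanged features passed it, 23.5% and 23.0% passed the 1.5-fold threshold, and 14.3% and 15.3% passed both.

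The programs were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.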

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

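The samples, main choices and most alternatives were fixed before the processed files arrived. The comparison of miRNA families described next was not among them. It was first made over the 33 miRNA sequences that are identical in both species and have at least 100 reads in each. Their change from NC to CCA was flagged because it differed between the species beyond read sampling for 28 of them (adjusted p under 0.05). It had the same direction for 12 sequences and opposite directions for 21, and for 0 of them it was at least 1.5-fold in opposite directions. After that was seen, the unit was changed to the miRNA family, represented by its most abundant hairpin. Of 19 shared families, 13 changed in opposite directions, 17 differed beyond read sampling, and 3 changed by at least 1.5-fold in opposite directions.

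The 3 families were flagged for this difference between the species. MIR408 fell in Cassava from 23162 to 10441 reads (MIR408a) and rose in castor bean from 184 to 1154, a difference in log2 ratio of -4.01662 (standard error from read sampling 0.116, adjusted p = 1.6e-263). MIR397 went from 714 to 434 reads in Cassava and from 310 to 585 in castor bean, a difference of -1.85423 (standard error 0.134, adjusted p = 4.2e-43). MIR390 went from 195 to 296 reads in Cassava (MIR390a) and from 102 to 42 in castor bean (MIR390b), a difference of 1.64937 (standard error 0.295, adjusted p = 3.5e-08). Each direction rests on 1 library against 1 library.

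A few miRNAs that take most of the reads and shift the others' shares were tested as an explanation: without the most abundant family in the totals, 3 of 3 families stayed opposite. A difference in library depth was tested by thinning the libraries of a species to the same mapped reads, and again 3 of 3 stayed opposite. Neither test decides much. The ratios were already scaled for depth, so thinning could hardly reverse changes of at least 1.5-fold. The most abundant family's share of miRNA reads moved little from NC to CCA, from 46.6% to 49.7% in Cassava and from 70.1% to 74.1% in castor bean. Its removal could hardly reverse them either. Both predictions were written before the results of the tests were seen. Variation between plants, between libraries and between sequencing batches was not testable, since no condition has a replicate. The opposite change therefore cannot be told apart from such variation, and it is no more than a hypothesis that these families respond to CCA differently in the species.

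The change of miRNAs in castor bean was flagged as a signal in data for which the paper gives no count: 40 of 77 expressed hairpins changed by at least 1.5-fold between NC and CCA. The authors' scaling to genome-mapped reads was tested as an explanation, with a prediction made beforehand. With TMM scaling, 38 of the 40 stayed changed, or 95%. In simulated data of this design with a biological coefficient of variation of 0.2, 23.0% of unchanged features passed the same threshold, so part of the 40 cannot be told apart from variation between libraries. With an edgeR exact test under that assumed variation 8 remained.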

How the results depend on the processing

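Under the alternatives, 412 values of single small RNAs, libraries or other secondary results and 37 headline values were unchanged. Among the secondary results 164 values moved, 7 became weaker, 7 stronger and 23 reversed. Among headline results 25 moved and 1 became stronger.

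With each distinct place counted once, so that D8+ with 4692 reads weighs as much as a place with 1 read, the 21-nt share of TAS3c reads was 30.2583% in Cassava (main 81.7395%) and 41.3919% in castor bean (77.6492%), the phased share in Cassava 18.2927% (53.7413%), and the shifted share 14.6341% in Cassava (20.7218%) and 16.8142% in castor bean (36.9487%). With registers within 1 nt, which take in 4 registers in place of 2, the phased share was 67.4904% in Cassava and 24.6126% in castor bean (16.0906%). With 1 mismatch, which adds reads with errors or from related loci, Cassava had 78.6663% 21-nt, 55.2448% phased and 19.7254% shifted reads. The libraries alone gave a 21-nt share of 79.5874% in CA, 84.0206% in CCA and 80.0842% in castor bean CCA, a phased share of 49.8069% in CA, 42.26% in CS, 64.4894% in CCA and 13.1349% in castor bean CCA, and a shifted share of 23.6349% in CA, 25.6042% in CS and 14.6157% in CCA.

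The number of changed Cassava miRNAs was 113, and it was 62 with a 2-fold threshold, 60 with distinct most abundant sequences as the unit, which counts hairpins with shared reads once, and 23 with the edgeR test that assumes variation between libraries. In castor bean the number was 40, and it was 18 with a 2-fold threshold and 8 with the edgeR test. The difference in log2 reads between known miRNAs detected and not detected by qRT-PCR was 1.17, and 3.65024 with the classes of Table S4, which were added after seeing the data and assign other members of the families to each class.

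Most reversals came with TMM or DESeq2 factors. These scale CS up relative to NC. miR166 makes up 62.5% of the miRNA reads in CS and 46.6% in NC. Whether this share causes the shift was not tested, as the factors were not computed without miR166. With TMM, the ratio of CS to NC was 1.33471 for #16, 1.02861 for #51, 1.11039 for #55-5p, 1.42383 for tasiARF.1 and 1.36396 for tasiARF.2. With DESeq2 it was 1.24509 for #16, 1.03524 for #55-5p, 1.32763 for tasiARF.1 and 1.27177 for tasiARF.2. For CA, TMM gave 1.02432 for #55-5p, 1.1014 for #55-3p and 1.03021 for tasiARF.2, DESeq2 gave 1.01046, 1.08661 and 1.0163, and total reads gave 1.02154 for #55-3p. For CCA in castor bean, #55-5p had 1.05002 with TMM and 1.04512 with DESeq2. With identical reads only, which leaves out shorter reads, #52 in CA had 0.968304, tasiARF.1 and tasiARF.2 in CS 1.04929 and 1.04077, and #55-5p in castor bean 1.21397. With 1 mismatch, miR390 in CS had 0.999141.

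The shares over genome-mapped reads and the number of secondary siRNA loci, with a 1.5-fold threshold or with 21-nt reads only, could not be run, as they need a reference genome. The depth, with 3 reads at 0.43 to 0.55 rpm, limits statements on absent small RNAs and on changes of miRNAs with few reads.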

Differences from the paper's values

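Inside the printed hairpin of MIR172c, 0 sense reads were found, against the paper's 43854. Values were compared with the paper's by whether the larger is more than 1.5 times the smaller, so a value within that range can still lie well away from the paper's. Reads with 1 mismatch, divided reads and identical reads, all set before the files arrived, stayed outside the range. Reads of the opposite strand gave 43925, an alternative chosen after seeing the values. For MIR398, 327 reads were found against the paper's 112. Reads identical to the most abundant read gave 106, which is within the range, while 354 with 1 mismatch and 327 with divided reads are not.

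Over known miRNAs not detected by qRT-PCR the mean was 20343.8 reads against the paper's 2869. None of the alternatives set before the files arrived came within 1.5-fold (median 1678.5, identical reads 18519.6), nor did the classes of Table S4 (6322.44), chosen after seeing the values. Over detected newly identified and newly reported miRNAs the mean was 17923.6 reads against the paper's 28501. The median of 782.5 and the mature reads with 16696.9 are outside the range. With #31 counted once per locus, chosen after seeing the values, the mean was 39188.8, which is within 1.5-fold but above the paper's value by about as much as the main value is below it, so the gap is not closed. Over those not detected the mean was 297.125 reads against the paper's 137. Both alternatives set beforehand were within 1.5-fold and still above the paper's value, the median with 190.5 and the mature reads with 155.375.

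Phased 21-nt reads made up 43.9279% of all Cassava TAS3c reads, against the paper's 66.4%. Registers within 1 nt gave 55.17%, which is within 1.5-fold and still below the paper's value, and take in 4 registers in place of 2. The shares of 43.46% with 1 mismatch and 5.54% with distinct places were outside the range. Shifted reads made up 36.9487% of the 21-nt reads of castor bean TAS3c. The paper's 21% is of the total siRNAs from TAS3c, so the units differ. Set against all 2161 reads of the region, the 620 shifted 21-nt reads are above the paper's share but within 1.5-fold of it. The gap therefore depends on the unit. Among the 21-nt reads, counting distinct places once gave 16.81%, which is within 1.5-fold and below the paper's value. The shares of 41.66% within 1 nt and 39.10% with 1 mismatch were outside the range.

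The paper states that most TAS3c siRNAs are phased in both species, and in castor bean 16.09% of the 21-nt reads were in the main registers. It lists #14 among the families present in both species, and 0 castor bean reads lay inside the Cassava sequence. That absence cannot decide whether the family is present. The Cassava sequences of #40 and #54 had 0 and 1 castor bean reads, although Table 1 lists both in castor bean. The paper states that #31 has no homolog in castor bean, and 77 castor bean reads had its sequence.

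For changes measured by qRT-PCR, the direction in the sequencing reads was in part another. The paper reports #51, #52 and #55-5p as increased across the treatments. It also states that #52 and #55-5p went in opposite directions in CA, and its qRT-PCR log2 ratio for #52 there is -1.92. In CS the sequencing ratios to NC were 0.72 for #51 and 0.53 for #52. For #55-5p they were 0.93 in CA, 0.63 in CCA and 0.77 in CS. The direction in CS depends in part on the scaling: with TMM factors the log2 ratios were 0.04 for #51, 0.15 for #55-5p and -0.38 for #52. It reports #20, #54 and #55-3p as unchanged, and the ratio was 0.47 for #20 in CS, 1.59 for #54 in CCA and 1.56 for #55-3p in CCA. With TMM factors the log2 ratio of #20 in CS was -0.56, short of 1.5-fold. Those of #54 and #55-3p in CS were 0.78 and 0.75, beyond 1.5-fold. It reports tasiARF.2 and D8+ as decreased in CCA, and their ratios there were 1.31 and 1.57. It describes the miRNAs that start siRNAs as induced in all treatments, and for miR390 the ratio in CS was 1.02. For the hairpin MIR390a the log2 ratio in CS was 0.19, and with TMM factors it was 0.71, an increase.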

Other observations

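Of the reads that carry a whole miRNA followed by 4 or more further bases, 44964 over 69 miRNA sequences, 60.862% (95% Wilson interval 60.41 to 61.31) continued with the same 4 bases, TCGT. These bases led for 44 of the 69 miRNAs, and 0 of the hairpins continue so. Of the same reads 26, or 0.057824%, continued with the next 4 bases of the hairpin, which excludes longer products cut from the hairpin as the main source. A candidate explanation is 3′ adaptor left after trimming. Both predictions were written after the result had been seen, and the adaptor sequence is not in the files analysed here. No biological explanation was tested.

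The castor bean libraries held 83 reads of 20 Cassava mature sequences, namely #31 and those of Table 1A whose number Table 1B lacks. All 83 were of 3 miRNAs: 77 of #31, 5 of #20 and 1 of #28. The 20 sequences include #14, which the paper lists for both species, and both arms of #51. If the ratio of castor bean to Cassava reads were the same for all, 70.65 reads of #31 and 10.8 of #20 would be expected, and a resampling test of equal ratios gave p = 0.643904 (permutation-type, 100000 resamples). That test cannot decide whether carry-over of reads between libraries is the source, since #31, with 138426 Cassava reads, largely sets the common ratio. The prediction was written after the counts had been seen. Cassava sequences outside the 20 went both ways: #55-5p had 6 castor bean reads for 38040 in Cassava, and #55-3p had 2 for 654. For #20 and #28, 0.142282 castor bean reads of the other hairpin arm would be expected together if they were made in castor bean, and 0 were found. With so few expected reads that test decides nothing. For #31, which holds 77 of the 83 reads, the hairpin is not in the files analysed here and the test could not be run. The reads cannot be told apart from those of miRNAs made in castor bean.

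TAS3c siRNAs were more abundant in Cassava, with 531.6 rpm over the 4 libraries, than in castor bean, with 168.0 rpm over both. A variant in the castor bean sequence transcribed from the figure was tested with a prediction made beforehand. With 1 mismatch the castor bean reads rose by 18.9727% and the Cassava reads by 19.49%, far less than the difference. The test decides little. The sequence had already been corrected against the reads, so a large rise could hardly appear. The lowest Cassava library, CS, held 1862 TAS3c reads of 5461897, and the highest castor bean library, NC, held 1448 of 6993180. The libraries of the species thus did not overlap, but 4 Cassava against 2 castor bean libraries are too few to exclude variation between libraries as the source. No condition has a replicate, so the difference is not attributed to the species.

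The phased share of Cassava TAS3c rested largely on a single siRNA. D8+ held 4692 of the 10197 21-nt reads, and without it 14.3% of the reads (95% Wilson interval 13.4 to 15.3) were in the main registers, against 9.52% for evenly spread reads.

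Fold changes by qRT-PCR, as the paper gives them in its supplementary tables, were compared with those from sequencing over 31 small RNAs. The direction was the same for 12 in CA, 13 in CCA and 14 in CS. With TMM factors it was the same for 15, 13 and 17. The Pearson correlation of log2 ratios was 0.059 in CA (permutation p = 0.752), -0.239 in CCA (permutation p = 0.196) and 0.246 in CS (permutation p = 0.184). After adjustment over the 3 comparisons the p-values were 0.752, 0.295 and 0.295. Without the 2 points farthest from the rest the correlations were 0.099, -0.257 and 0.103. Small RNAs of a family share reads and are not independent.

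In the hairpin of Cassava #40, the most abundant read was AGTTAGGATTATCGGAAGGTTATGG with 1489 of 2898 reads, a sequence that Table 1 does not list. The mature sequence listed there had 172 reads.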
